# Stromal fibroblastic mutant Trp53 promotes mammary tumor development via enhanced secretion of paracrine factors

**DOI:** 10.1038/s41523-025-00876-y

**Published:** 2025-12-12

**Authors:** Bin Liu, Shunbin Xiong, Abie Williams-Villalobo, Gilda Chau, Yuan Qi, Hehua Chen, Carenza Johnson, Dhruv Chachad, Joy McDaniel, Xiaoping Su, Adel K. El-Naggar, Guillermina Lozano, Yun Zhang

**Keywords:** Cancer, Cell biology, Molecular biology, Oncology

## Abstract

Mutations in the tumor suppressor gene *TP53* have been identified in breast cancer-associated fibroblasts and are associated with poor patient prognosis. However, the functional impact of fibroblastic mutant p53 on breast cancer development remains unclear. To investigate this, we compared female mice harboring HER2-driven mammary tumors with a fibroblast-specific *Trp53* mutation (*NP*) to those with wild-type fibroblastic *Trp53* (*N*). *NP* mice exhibited significantly shorter median tumor-free survival than *N* mice. RNA sequencing of *NP* and *N* tumors and mammary glands revealed numerous differentially expressed genes (DEGs) between tumors and the corresponding glands in both genotypes. Notably, the *NP* tumors showed enrichment of several signaling pathways, including PI3K/AKT/mTOR. Additionally, fifteen DEGs encoding secreted proteins were identified between *NP* and *N* mammary glands. Among these, *SAA1* and *SAA2* were also upregulated in human breast tumors with mutant *TP53* compared to those with wild-type *TP53*. Previous studies have implicated SAA1, SAA2, and THBS4 in promoting tumor progression via the PI3K/AKT pathway. Consistently, supplementing primary HER2-positive tumor cultures with recombinant SAA1, SAA2, or THBS4 peptides enhanced tumor cell proliferation and migration. Together, these findings uncover a mechanism by which fibroblastic mutant p53 promotes mammary tumorigenesis—through upregulating secretory proteins such as SAA1, SAA2, and THBS4 in the stroma, thereby enhancing PI3K/AKT signaling and tumor progression.

## Introduction

Emerging evidence has demonstrated that malignant transformation and progression of tumor evolution require the unique and essential contribution of stroma, which is composed of the immune system, vasculature, mesenchymal supporting cells, and extracellular matrix (ECM)^1^. As the major type of mesenchymal cells and predominant constituent of the tumor stroma, fibroblasts play a profound role in tumor development by synthesizing growth and survival factors, angiogenic and immunological chemokines, and structural components of the ECM, as well as enzymes that control their turnover^2,3^. Furthermore, cancer-associated fibroblasts (CAFs) are believed to adapt and continuously co-evolve along with tumor epithelial cells to foster transformation and tumor growth^4^.

As the most frequently altered tumor suppressor in human cancer, TP53 has been extensively investigated^5^. The majority of TP53 studies have focused on its cell-autonomous functions^5^. However, emerging evidence indicates that stromal TP53 also plays an active role in tumor–stroma crosstalk (reviewed in refs. ^6,7^). For example, xenograft cancer cells form tumors with a shorter latency in *Trp53*-null mice than in wild-type (WT) mice^8^. In liver injury, p53-driven senescence in stellate cells limits fibrosis and hepatocellular carcinoma by releasing factors that steer macrophages toward tumor-suppressive activity, whereas loss of this pathway promotes fibrosis, cirrhosis, and cancer^9^. Moreover, frequent *TP53* mutation hotspots, particularly in the DNA-binding domain, such as arginine 175, 248, 249, 273, and 282 (R175, R248, R249, R273, and R282), as well as glycine 245 (G245), disrupt its canonical tumor suppressor functions and contribute to tumorigenesis and progression^10–12^. Notably, the impact of mutant TP53 also extends beyond the cell-autonomous level. For instance, fibroblasts expressing mutant Trp53 promote tumor growth more effectively than Trp53-null fibroblasts^13^, underscoring its role in shaping the tumor microenvironment. Interestingly, in another study, unlike its tumor-suppressive role in normal fibroblasts, TP53 in CAFs isolated from a lung cancer patient supports a distinct transcriptional and secretory program that promotes tumor cell migration, invasion, and growth. The tumor-promoting ability of CAFs was greatly compromised upon depletion of their endogenous WT *TP53* when co-xenografted with lung tumor cells in SCID mice^14^. These findings indicate that tumor cells may “educate” stromal p53 into a tumor-supportive state without requiring genetic mutations. In human samples, attenuation of TP53 activation has also been revealed in CAFs. Several studies described *TP53* gene mutations or loss of heterozygosity (LOH) in CAFs of various human cancers, including breast cancer, and TP53 protein expression in stromal fibroblasts is closely associated with the number of nodal metastases and disease prognosis^15–17^. However, it is important to note that the above findings, while compelling, are primarily based on xenograft models and correlative human data. Xenograft systems may not fully capture the complexity of native tumor–stroma interactions, and human studies largely reveal associations rather than direct causative relationships between stromal *TP53* alterations and tumor progression. Furthermore, little is currently known about the molecular mechanisms through which mutant TP53 in stromal fibroblasts influences tumor development.

Bridging this knowledge gap directly requires a genetic model that enables targeted in vivo induction of mutant p53 specifically in fibroblasts. We previously generated a conditional mutant *Trp53* allele, *Trp53*^*wm-R172H*^, which allows Cre recombinase-mediated conversion of WT p53-to-p53R172H mutant (corresponding to the human p53R175H, an arginine-to-histidine substitution), faithfully recapitulating how somatic *TP53* mutation occurs in clinical settings^18^. This allele has been widely used to investigate diverse somatic cancers^19–25^. In this study, using the *Trp53*^*wm-R172H*^ allele, we specifically induced mutant p53 in fibroblasts while maintaining intact WT p53 in other cellular compartments in mice. We investigated the impact of stromal fibroblast-specific p53R172H on ERBB2-driven mammary tumor development and observed that mice with this mutation developed tumors more rapidly than those with WT p53. These tumors exhibited distinct pathway enrichment, including PI3K/AKT/mTOR signaling, and elevated levels of secretory proteins such as SAA1, SAA2, and THBS4. In vitro assays confirmed that these factors enhanced the proliferation and migration of HER2-positive (HER2+) tumor cells. Our findings suggest that fibroblastic mutant p53 drives tumorigenesis by reshaping the tumor microenvironment.

## Results

### The presence of mutant p53 in stromal fibroblasts accelerates breast tumor development

To directly investigate the role of mutant p53 in stroma on breast tumor development, we generated a cohort of female mice with the following genotypes: *MMTV-neu*; *Fsp-Cre*; *Trp53*^*wm-R172H/+*^ (*NP*) and *MMTV-neu*; *Fsp-Cre or Trp53*^*wm-R172H/+*^ (*N*). Here, the *MMTV-neu* allele expresses WT ERBB2 protein in mammary epithelium, leading to ERBB2, also known as HER2+ mammary tumor in female mice^26^. *Fsp-Cre* is a transgene that expresses Cre recombinase specifically in fibroblasts^27^, and *Trp53*^*wm-R172H*^ is the conditional allele producing WT p53, which can be converted into the *Trp53*^*R172H*^ mutant allele expressing p53R172H mutant protein in the presence of Cre ^18^.

As expected, mammary tumors developed in both *NP* and *N* females. However, *NP* mice, which harbor mutant p53 in fibroblasts, exhibited a significantly shorter median survival of 520 days compared to 620 days in *N* mice (*p* = 0.0007; Fig. 1a). Notably, the median survivals in both groups were substantially longer than previously reported, where 50% of female *MMTV-neu* carriers developed mammary tumors by 205 days^26^. This discrepancy may be at least partially attributed to differences in genetic background between our cohort (FVB/C57/BALB/c) and the originally reported *MMTV-neu* model (FVB). Stabilization of p53 was clearly observed in *NP*, but not *N*, tumor-associated fibroblasts marked by the fibroblast-specific marker α-smooth muscle actin (SMA), indicating fibroblast-specific recombination of the *p53*^*wm-R172H*^ allele in *NP* mice (Fig. 1b). Quantification further showed a significantly higher number of p53-positive cells in fibroblasts from *NP* mice compared with those from *N* mice (Fig. 1c).

**Fig. 1:**
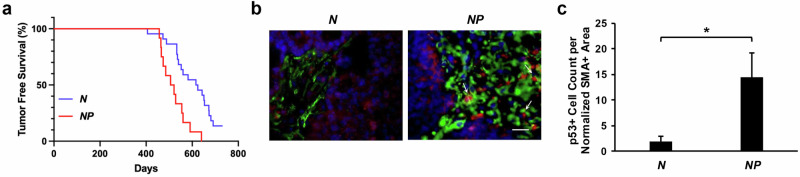
Mutant p53 in the tumor stroma accelerates breast tumor development. **a** Kaplan–Meier curves showing mammary tumor-free survival of *N* (n = 22) and *NP* (n = 12) female mice. *p* = 0.0007. **b** immunofluorescence images of mammary tumors from the *N* and *NP* female mice. Green, smooth muscle actin; Red, p53. **c** Quantification of p53-positive (p53+) cells within the normalized area of smooth muscle actin-positive (SMA+) staining in immunofluorescent images. n = 3 for each genotype. *p = 0.007.

All the mammary tumors are identified as adenocarcinomas pathologically. As previously reported, some tumors disseminated to the lung^26^. However, there is no significant difference in the percentage of tumors that metastasized between *NP* and *N* mice (16% vs 18%, Supplementary Fig. 1a). Consistent with previous findings, the HER2/neu positive (HER2/neu+) mammary tumors develop in multiple mammary glands simultaneously, leading to a tumor burden of 2 or more per mouse. The *NP* and *N* mice do not show a significant difference in tumor burden (Supplementary Fig. 1b).

Mutant p53 is stabilized in the majority of tumors through multiple mechanisms, driving its gain-of-function (GOF) activities that contribute to more aggressive tumor phenotypes^11,12^. To assess mutant p53 presence in these tumors, we examined p53 stabilization. In *NP* tumors, stabilized p53 was readily detected in cancer-associated fibroblasts. In contrast, p53 staining is largely absent in both the tumor cells and stromal compartments of *N* tumors (Fig. 1b, c).

In addition, the presence of mutant p53 in fibroblasts did not affect the stroma abundance in tumors (Supplementary Fig. 1c, d). While a previous study has shown that *Trp53*-null stroma caused a significant impact on the immune landscape of KrasG12D-driven breast tumors^28^, our model revealed no such effect. The number of infiltrating immune cells—including T cells, natural killer (NK) cells, and macrophages—was low in both *N* and *NP* HER2/Neu+ tumors and showed no significant differences between the groups (Supplementary Fig. 1e).

### The presence of mutant p53 in stromal fibroblasts reprograms gene expression in mammary glands and tumors

To investigate the molecular mechanism of the tumor-promoting role of fibroblastic mutant p53, we next performed RNA sequencing (RNA-seq) on tumors collected from *N* and *NP* mice, designated as T^N^ and T^NP^, respectively (n = 4 per genotype). Additionally, mammary glands were harvested for RNA-seq analysis from tumor-bearing *N* and *NP* mice that did not exhibit malignant lesions (designated as MG^N^ and MG^NP^), as well as from age-matched normal WT mice (MG^WT^). 

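RNA-seq values of 19 samples were examined: 4 T N tumors, 4 T NP tumors, 4 MG N glands, 4 MG NP glands and 3 MG WT glands. By the genotypes in the sample records, every T N tumor and MG N replicate 1 carried the neu transgene and Fsp-Cre. MG N replicates 2, 3 and 4 carried the neu transgene and the conditional R172H allele without Cre. All *NP* samples carried the transgene, the conditional allele and Cre. The paper's methods name an mRNA library kit and the sample records name a total RNA kit, and the values were not used to decide between them. The authors aligned the reads to GRCm38 with TopHat2 and bowtie2. The paper's text names neither the counting tool nor the gene annotation, and whether the counting used strand is not known. The deposited values are normalized counts for 46078 genes, which are read counts divided by 1 DESeq2 size factor per library. Because each library's values are whole multiples of a single step, the reads behind them could be recovered, and 100% of the values came out whole. The recovered reads on genes ranged from 20899152 to 26373331 in MG N (median 23117630, n = 4) and from 21467242 to 26888814 in MG NP (median 24226917, n = 4). MG WT libraries were deeper, with 54677315 to 62645459 reads (median 54753948, n = 3). T N tumors had 23520971 to 27262440 reads (median 24883534, n = 4) and T NP tumors 20972633 to 23234914 (median 22533156, n = 4). The table counts transcripts of the wild-type and the R172H allele together, so *Trp53* (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873 of GRCm38) cannot show the allele. Its normalized count in replicates 1 to 4 was 635.6, 696.5, 763.5 and 652.9 in MG N and 975.7, 580.9, 1135.1 and 482.9 in MG NP. In T N it was 707.8, 1554.1, 899.8 and 1083.1, and in T NP 567.3, 640.4, 688.4 and 896.5. The MG WT glands had 2296.9, 1243.2 and 2206.8. *Erbb2* (ENSMUSG00000062312, chromosome 11, 98412470 to 98437716), the endogenous counterpart of the neu transgene, had normalized counts between 73430 and 155000 in the 8 tumors and between 1845 and 14720 in the 8 MG N and MG NP glands. Reads of the transgene could have been counted on this gene.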

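Each comparison used only the samples of its own groups. Values were tested as log2(normalized count + 1) with limma, a linear model that moderates each gene's variance with a trend in the mean. P-values were adjusted with the Benjamini-Hochberg method over the genes that had at least 10 normalized counts in at least as many samples as the smaller group. A gene was called differentially expressed at an adjusted p-value under 0.05, the cutoff in the paper's methods, and a change of at least 2-fold, which the paper's results name for T N against MG N. Log2 fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with low counts. Where every library of a group had at most 3 reads of a gene, the fold was computed against that floor and is given as a lower bound. Single genes were also compared with a two-sided exact permutation test of the mean log2 value, whose smallest possible p-value is 0.0286 for 4 samples against 4 and for 3 against 4. Positions of genes follow the GENCODE vM21 annotation of GRCm38, which was matched to 97.97% of the gene identifiers. Skeletal muscle, fat and other tissues were followed with lists of marker genes, and each list's score in a library is the mean of its genes' log2 values. The list of 24 skeletal muscle genes took up 0.022% to 0.2% of the reads in MG N and 0.006% to 0.009% in MG WT. In MG NP replicates 1 to 4 it took up 3.713%, 20%, 0.137% and 11.519%. Comparisons with MG NP were repeated with the muscle score as a covariate.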

Each group included 3–4 biological replicates.

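The 11 mammary glands were placed by principal component analysis of log2(normalized count + 1) for the 500 most variable genes. The first component held 67% of the variance and the second 21.3%. MG WT glands lay between 80.65 and 85.79 on the first component, MG N glands between -17.16 and 9.78, and MG NP glands at -51.94, -82.38, -7.42 and -81.95. The first component held 55.3% when all 19808 genes past the filter were used. With each gland left out in turn, its share ranged from 62.73% to 72.89%. The glands differed in the transcripts of several tissues. The score of 9 white adipocyte genes was 5.63 ± 0.60 (SD, n = 3) in MG WT, 14.49 ± 0.08 (SD, n = 4) in MG N and 13.68 ± 0.56 (SD, n = 4) in MG NP. For 9 luminal epithelial genes it was 13.33 ± 0.12 (SD, n = 3) in MG WT, 10.92 ± 0.52 (SD, n = 4) in MG N and 10.98 ± 0.76 (SD, n = 4) in MG NP. In each of these 4 comparisons with MG WT the groups did not overlap (two-sided exact permutation test, p = 0.0286, or 0.0796 after Benjamini-Hochberg adjustment over all tissue lists and comparisons). Small nuclear, small nucleolar and small Cajal body RNA genes took up 0.068% to 0.0778% of the reads in MG WT and 0.4569% to 1.6885% in the other glands. Gene by gene they went both ways, with 98 of 287 tested called higher and 90 lower in MG N against MG WT.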

Differential Expression Analysis revealed distinct gene expression profiles between mammary glands from tumor-bearing mice and those from WT controls (Supplementary Fig. 2). Compared to MG^WT^, 4302 genes were upregulated in MG^N^ and 4929 in MG^NP^, while 3775 and 3469 genes were downregulated, respectively (Supplementary Fig. 2a, b). 

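In MG N against MG WT, 3636 of 19017 genes tested were higher and 3401 lower past the threshold. The setting that moved these numbers most left out the fold-change threshold and gave 5697 higher and 5544 lower. In MG NP against MG WT, 3136 of 19065 genes were higher and 3081 lower. There the muscle score as a covariate moved them most, to 1059 higher and 1419 lower. The muscle score itself separated MG WT (4.01 to 4.24) from MG NP (8.80 to 16.62), so the covariate also takes away part of any other difference between these groups. With each gland left out in turn, 3432 to 3640 genes were higher and 3114 to 3434 lower in MG N, and 2404 to 3321 higher and 2524 to 3233 lower in MG NP. The values of the groups did not overlap for 61.3% of the genes in the MG N comparison and for 54.4% in the MG NP comparison, where chance gives 5.71%. Of the genes with the largest rise in MG N, *Rny3* had 10210 ± 2475 normalized counts (SD, n = 4) against 0.517 ± 0.895 (SD, n = 3) in MG WT, at least 6588-fold higher (adjusted p = 3.67e-07 from limma with Benjamini-Hochberg adjustment). *Adipoq* had 40920 ± 4609 (SD, n = 4) against 11.7 ± 11.0 (SD, n = 3), a log2 fold change of 12.15 (standard error 0.62, adjusted p = 3.38e-06 from the same limma test). *Pck1*, *Cfd* and *Rny1* had log2 fold changes of 11.64, 11.29 and 10.91. *Rny3* and *Rny1* are short RNA genes, and another library preparation for the MG WT libraries was not excluded for them. The largest fall was that of *Fosb* (ENSMUSG00000003545), with 48.9 ± 40.8 (SD, n = 4) against 64430 ± 12280 (SD, n = 3), a log2 fold change of -10.78 (standard error 0.66, adjusted p = 8.42e-06, limma). *Fos* changed by -8.14. *Gm26802*, *Fam71a* and *Gpr3* were at least 148.8-fold, 110.5-fold and 84.7-fold lower. In MG NP, 4 of the 5 genes with the largest rise were *Myh4*, *Ckm*, *Xirp2* and *Tnnc2*, with log2 fold changes from 12.07 to 14.66 and adjusted p-values from 7.25e-04 to 0.00204 (limma, Benjamini-Hochberg). *Myh4*, a myosin of skeletal muscle, ranged from 4721 to 1033000 normalized counts among the 4 MG NP glands. The other of these 5, *Rny3*, was at least 5133-fold higher. *Fosb*, *Egr1* and *Fos* changed by -11.08, -8.24 and -7.96, and *Gm26802* and *Fam71a* were at least 132.8-fold and 98.6-fold lower.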

Venn diagram analysis of these differentially expressed genes identified 499 downregulated and 1426 upregulated genes uniquely in the MG^NP^-MG^WT^ comparison, while 805 downregulated and 799 upregulated genes were found only in the MG^N^-MG^WT^ comparison (Supplementary Fig. 2c, d). 

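Of the genes called higher than in MG WT, 2523 were shared by the MG N and MG NP comparisons, 1113 were called only in MG N and 613 only in MG NP. Of those called lower, 2666 were shared, 735 were called only in MG N and 415 only in MG NP. With each of the 11 glands left out in turn, the number called higher only in MG NP ranged from 330 (without MG WT replicate 1) to 875, and with DESeq2 on the recovered reads it was 1017. Most genes called only in MG NP moved the same way in MG N: 401 of the 421 called higher that were tested in MG N (95.2%), and 411 of 414 called lower (99.3%). The median log2 fold change of those called higher only in MG NP was 1.91 in MG NP and 0.86 in MG N. For those called lower it was -1.17 and -0.87. Over 18685 genes, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.918 across genes, which are not independent replicates, and 89.7% had the same sign. Both comparisons use the same 3 MG WT glands. In 20 simulations of unchanged groups against these glands, the mean correlation was 0.562 and 68.8% of 19808 genes had the same sign. At most 2 genes were called in a simulated comparison, and 0 were shared. MG NP against MG N, tested directly with limma, gave 0 calls. DESeq2 on the recovered reads called 404 genes higher and 115 lower there, and limma without MG NP replicate 3 called 297 higher and 21 lower.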

Numerous differentially expressed genes identified from both comparisons are linked to cell proliferation pathways such as PI3/AKT/mTOR and TNF-α (Supplementary Fig. 2e), suggesting a tumor-prone or precancerous state in the mammary glands of tumor-bearing mice. This makes these precancerous mammary glands an ideal baseline control for studying the molecular mechanisms underlying HER2+ tumor development in our experimental model.

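Supplementary Fig. 2e names 29 genes, of which 27 could be tested in each comparison. In MG N against MG WT, 21 of the 27 were called, all higher, and the median log2 fold change was 1.38. Of the 14 tested PI3K/AKT/mTOR genes 10 were called, and of the 13 TNF-α genes 11. In MG NP against MG WT, 15 of 27 were called, all higher, with a median of 1.25, which included 8 of 14 and 7 of 13. At an adjusted p-value under 0.05 adjusted over the list alone, 26 of the 27 passed in MG N and 20 in MG NP. The list was chosen by the study on these samples, so this is not independent evidence. The white adipocyte score was 5.63 in MG WT, 14.49 in MG N and 13.68 in MG NP. A pathway change is therefore not separated here from a difference in the tissue of the MG WT glands. *Acaca* (ENSMUSG00000020532, chromosome 11, 84129672 to 84401651) had a log2 fold change of 4.08 in MG N (adjusted p = 1.90e-05) and 2.23 in MG NP (adjusted p = 0.00197, limma with Benjamini-Hochberg adjustment). *G0s2* (ENSMUSG00000009633, chromosome 1, 193272161 to 193273217) had 4.46 (adjusted p = 1.08e-05) and 4.22 (adjusted p = 2.79e-04, same limma test). *Adcy2* had 2.36 and 4.61. Its normalized count ranged from 30.3 to 1294 among the MG NP glands, and its log2 fold change in MG NP was -2.21 with the muscle score as a covariate. *Prkaa2* was lower in MG N (-0.63, adjusted p = 0.0237, limma) and 1.03 higher in MG NP, where it was -3.89 with the muscle score. In MG NP against MG N, 0 of the 27 were called, 7 had an unadjusted p-value under 0.05, and 10 were higher and 17 lower.
Separate lists of pathway components were tested with camera at an inter-gene correlation of 0.01. The 26 PI3K/AKT/mTOR components had a mean log2 fold change 0.20 below the other genes in MG N and 0.26 below in MG NP (adjusted p = 0.349 and 0.186 over 10 lists, camera with Benjamini-Hochberg adjustment). The 24 TNF-α targets, which included *Fosb*, *Fos* and *Egr1*, had mean log2 fold changes of -4.54 and -4.60 (adjusted p = 4.48e-13 and 5.34e-13, camera), and 0 of the 24 were higher in either comparison. Under fry, both lists were past 0.05 and lower in both comparisons. With an estimated inter-gene correlation, 0 of the 10 lists were past it. Stress of the cells during the handling of the MG WT tissue stays a candidate explanation for *Fosb*. The test of the TNF-α targets does not separate it from a change in the *N* and *NP* glands. From the genes of the figure, the paper proposes that the mammary glands of tumor-bearing mice are in a tumor-prone or precancerous state.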

To further explore the molecular landscape of the HER2+ tumor progression with WT or mutant p53 in stromal fibroblasts, we next focused on comparing the gene expression profiles between tumors and the matched precancerous mammary glands. Principal component analysis (PCA) showed distinct clustering of tumors and their corresponding mammary gland samples in both *N* (Fig. 2a, left) and *NP* (Fig. 2b, left) mice, implying fundamental transcriptomic differences that may drive the malignant transformation from mammary gland tissue to tumor. 

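Principal component analysis of the 4 T N tumors and 4 MG N glands used log2(normalized count + 1) of the 500 most variable genes in place of rlog values. The first component held 82.0% of the variance and the second 7.3%. MG N glands lay between -72.14 and -60.8 on the first component and T N tumors between 35.72 and 91.07. For the 4 T NP tumors and 4 MG NP glands the first component held 83.7% and the second 9.3%. T NP tumors lay between 59.95 and 86.55, and MG NP glands at -72.48, -82.87, -35.5 and -85.73. MG NP replicate 3, which had the fewest muscle transcripts of its group, lay nearest to the tumors. The tumor and gland groups did not overlap on the first component in either genotype. With all genes past the filter, the first component held 72.1% and 73.6%, and the groups again did not overlap. With each sample left out in turn, its share over the 500 genes ranged from 79.07% to 85.3% for the *N* samples and from 81.64% to 90.97% for the *NP* samples.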

To dissect this transformation, we next identified genes that are significantly differentially expressed between tumors and their corresponding mammary gland. 7906 genes were significantly differentially expressed between *N* tumors and *N* mammary gland with a 2-fold change cutoff. Among them, 2825 were upregulated and 5081 downregulated (Fig. 2a, Right, Comparison T^N^-MG^N^). 

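Of 17950 genes tested between T N tumors and MG N glands, 2289 were higher and 4009 lower in the tumors, so that 63.7% of the calls were lower. Without the fold-change threshold, the setting that moved the number of higher genes most, 4217 were higher and 4983 lower. With each sample left out in turn, 2083 to 2341 genes were higher and 3661 to 4419 lower. For 49.2% of the genes the values of tumors and glands did not overlap, where chance gives 2.86%. *Erbb2* had a log2 fold change of 4.36 (standard error 0.68, adjusted p = 0.00104 from limma with Benjamini-Hochberg adjustment), with 103200 ± 36650 normalized counts in the tumors and 7055 ± 6258 in the glands (SD, n = 4 each). *Trp53* had 0.57 (adjusted p = 0.0657, limma). The largest rise was that of *Col9a1* (ENSMUSG00000026147, chromosome 1, 24177610 to 24252684), with 47150 ± 22900 normalized counts in T N and 1034 ± 1823 in MG N (SD, n = 4 each). Its log2 fold change was 7.28 (standard error 1.19, adjusted p = 0.00134, same test). *C130071C03Rik*, *Slc6a14*, *Col11a1* and *Comp* followed with log2 fold changes of 7.02, 7.01, 6.73 and 6.40. The largest fall was that of *Nnat*, with 23.6 ± 20.8 normalized counts in T N and 9305 ± 3020 in MG N (SD, n = 4 each) and a log2 fold change of -9.45 (standard error 1.07, adjusted p = 2.55e-04, limma). *Inmt* was at least 357.2-fold lower, and *Lep*, *B3galt2* and *Retn* had log2 fold changes of -9.33, -9.20 and -9.12. *Lep* and *Retn* are white adipocyte genes. The score of the 9 white adipocyte genes was 6.62 ± 2.35 (SD, n = 4) in T N and fell by 7.86 from MG N on the log2 scale (two-sided exact permutation test, p = 0.0286).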

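Between T NP tumors and MG NP glands, 2625 of 17880 genes tested were higher and 4300 lower in the tumors, which put 62.1% of the calls on the lower side. Without the fold-change threshold 4689 were higher and 5240 lower, and with the muscle score as a covariate 1604 were higher and 2579 lower. Leaving out each sample in turn gave 2401 to 2813 higher and 4069 to 4547 lower genes. The values of tumors and glands did not overlap for 52.6% of the genes, again against 2.86% by chance. *Erbb2* had a log2 fold change of 4.04 (standard error 0.37, adjusted p = 5.95e-05 from limma with Benjamini-Hochberg adjustment) and *Trp53* of -0.12 (adjusted p = 0.750, limma). The *Trp53* change was 0.08 without MG NP replicate 3. *Scgb2b27* rose most, from 24.8 ± 25.8 normalized counts in MG NP to 4488 ± 2379 in T NP (SD, n = 4 each), a log2 fold change of 8.49 (standard error 1.17, adjusted p = 4.49e-04, limma). *Slc6a14*, *Col11a1* and *Col9a1* were again among the genes with the largest rise, with log2 fold changes of 7.13, 6.74 and 6.59, and *Gm21718* was at least 51.5-fold higher. *Gys2*, a glycogen synthase, had 0 normalized counts in every T NP tumor and 773.5 ± 370.8 in MG NP (SD, n = 4), at least 198.5-fold lower. *Cyp2e1*, *Pck1*, *Adrb3* and *Ces1f* had log2 fold changes of -8.92, -8.57, -8.57 and -8.51, with adjusted p-values from 8.68e-06 to 4.96e-05 (limma, Benjamini-Hochberg). The muscle score fell by 7.39 on the log2 scale between MG NP and T NP, from 13.77 ± 3.53 to 6.39 ± 2.14 (SD, n = 4 each; two-sided exact permutation test, p = 0.0286). T NP replicates 1 and 2 share an animal number in their names, and with the 2 averaged 2526 genes were higher and 4453 lower.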

There are 8898 genes significantly differentially expressed in *NP* tumors in contrast to *NP* mammary gland, with 2943 being upregulated and 5955 downregulated (Fig. 2b, Right, Comparison T^NP^-MG^NP^).

**Fig. 2:**
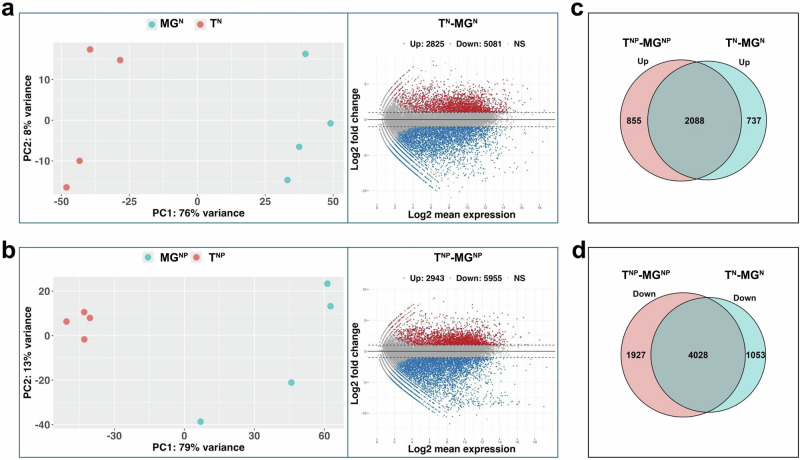
Stromal mutant p53 reprograms gene expression in tumors. **a** Principal component analysis (left) and MA-plot (right) comparing tumors and mammary glands from the *N* mice (T^N^ vs MG^N^). **b** Principal component analysis (left) and MA-plot (right) comparing tumors and mammary glands from the *NP* mice (T^NP^ vs MG^NP^). Red and blue dots in the MA-plots indicate significantly upregulated and downregulated genes, respectively (adjusted *p*-value < 0.05); gray dots represent non-significant changes. **c** Venn diagram depicting the overlap of significantly upregulated genes between T^N^-MG^N^ and T^NP^-MG^NP^ Comparisons. **d** Venn diagram depicting the overlap of significantly downregulated genes between T^N^-MG^N^ and T^NP^-MG^NP^ Comparisons.

To narrow down the genes specifically responsible for fibroblastic mutant p53-mediated non-cell-autonomous effects, we next compared the above two sets of upregulated genes as well as the two sets of downregulated genes in the *NP* and *N* tumors, generated from the T^N^-MG^N^ and T^NP^-MG^NP^ comparisons (Right panels in Fig. 2a, b). 2088 upregulated genes were present in both *NP* and *N* tumors, which likely represent drivers and passengers involved in the MG-to-tumor transformation and tumor growth that are independent of the fibroblastic mutant p53. Therefore, the remaining 855 upregulated genes solely identified in the *NP* tumors theoretically contribute to mutant p53-mediated paracrine effects (Fig. 2c). Likewise, *N* and *NP* tumors shared 4028 downregulated genes. 

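Both tumor comparisons called 1784 genes higher, T N-MG N alone called 505 and T NP-MG NP alone called 841. Over the 16 fits that each left out 1 sample, the shared number ranged from 1639 to 1839 and the *NP*-only number from 751 to 986. The shared number was 943 with the muscle score as a covariate in both comparisons and 3322 without the fold-change threshold. Of the 841 *NP*-only genes, 757 were tested in T N-MG N, and 708 of them (93.5%) were higher there too. In that comparison 308 had an adjusted p-value under 0.05 without a 2-fold change, and 135 had a 2-fold change without such a p-value. The median log2 fold change of the 841 genes was 1.31 in T NP-MG NP, and it was 0.81 in T N-MG N over the genes tested there. Whether a gene's change differed between the genotypes was tested directly as (T NP - MG NP) - (T N - MG N) with limma. Over 19367 genes this interaction gave 0 calls, with a smallest adjusted p-value of 0.273 (Benjamini-Hochberg). At an unadjusted p-value under 0.05 there were 805 genes with a positive and 731 with a negative interaction, where chance gives 968 in all. Of the 841 genes, 0 passed at an adjusted p-value under 0.05 and 171 (20.3%) had an unadjusted p-value under 0.05. Those genes were selected by a related contrast, so this share has no chance level of 5%. The number of interaction calls depended on the method and on single samples. DESeq2 on the recovered reads called 50 positive and 277 negative. Leaving out T N replicate 1 gave 14 positive and 6 negative calls with limma, and leaving out MG NP replicate 3 gave 11 positive and 1.8e+02 negative calls (rounded). Across 17406 genes, which are not independent replicates, the log2 fold changes of the 2 tumor comparisons had a Pearson correlation of 0.899, and 87% had the same sign. From the genes identified only in *NP* tumors, the paper proposes that they contribute to paracrine effects mediated by mutant p53.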

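Genes called lower in tumors numbered 3127 in both comparisons, 882 only in T N-MG N and 1173 only in T NP-MG NP. Of the *NP*-only genes, 985 were tested in T N-MG N, 932 of them (94.6%) were lower there too, and 3 were called in the opposite direction. In T N-MG N, 241 had an adjusted p-value under 0.05 without a 2-fold change and 253 a 2-fold change without such a p-value. The median log2 fold change was -1.60 in T NP-MG NP and -0.81 in T N-MG N. In the interaction test of all 16 samples 0 of the 1173 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg) and 272 (23.2%) an unadjusted one. Without MG NP replicate 3 that test called 1.8e+02 genes negative (rounded). The number of *NP*-only genes was 586 with the muscle score as a covariate in both comparisons, and 27.0% of the 1173 genes were still called lower, against 63.2% of the shared genes. It was 1915 without the filter on low counts. Leaving out each of the 16 samples in turn gave 1082 to 1425 such genes, and 2884 to 3194 shared genes.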

The remaining 1927 downregulated genes, present exclusively in *NP* tumors, are also implicated in mutant p53-mediated paracrine effects (Fig. 2d).

### The presence of mutant p53 in stromal fibroblasts reprograms molecular signaling in tumors

To further understand the biological implications of the genes identified from the T^N^-MG^N^ and T^NP^-MG^NP^ comparisons, we next performed Gene Sets Enrichment Analysis (GSEA) using the mouse Hallmark collection (MH) of the Molecular Signatures Database (MSigDB). The MH collection contains 50 hallmark gene sets with coherent expression patterns, summarizing and representing specific, well-defined biological states or processes^29^. We determined whether any set of genes in this collection shows statistically significant and concordant differences between *NP* tumors and *NP* mammary glands, as well as *N* tumors and *N* mammary glands. 

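The Hallmark gene sets are not used here. In their place, 10 lists of pathway components were tested with camera at an inter-gene correlation of 0.01, and p-values were adjusted over the 10 lists with the Benjamini-Hochberg method. A list's difference is its mean log2 fold change minus that of the other genes. In T N against MG N, 2 lists were past 0.05, both higher in the tumors. All 25 of the 25 cell cycle genes were higher (difference 2.66, adjusted p = 2.45e-09, camera), and 59 of 80 oxidative phosphorylation genes (difference 0.57, adjusted p = 0.0124, camera). In T NP against MG NP only the cell cycle list was past 0.05, with 25 of 25 genes higher (difference 2.73, adjusted p = 3.13e-06, camera). Oxidative phosphorylation was not past it there (difference 0.05, adjusted p = 0.328, 18 of 80 genes higher). Each of these cell cycle and oxidative phosphorylation calls held under fry (adjusted p = 0.00465 and 0.0370 in *N*, 0.0190 for the cell cycle in *NP*), which allows for correlation between the genes of a list. None held with an estimated inter-gene correlation, under which 0 of 10 lists were past 0.05 in either comparison. Fry put 4 lists higher and 4 lower in T N, and 3 higher and 2 lower in T NP. Reactome gene sets in place of the lists gave 5 sets higher in T N, and 6 higher and 1 lower in T NP.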

All MH gene sets statistically enriched in *N* tumors (FDR q-value < 0.25) overlap with those in *NP* tumors (Fig. 3a). However, *NP* tumors also exhibit additional uniquely enriched sets of genes involved in cholesterol homeostasis, responses of estrogen and androgen, apoptosis, and signaling pathways such as PI3K/AKT/MTOR, TNF-α, TGF-β, and hedgehog (Fig. 3a, b). Additionally, gene sets related to Wnt/beta-catenin signaling and oxidative phosphorylation were specifically enriched in *NP* mammary glands (Fig. 3c, d).

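None of the lists for the pathways reported only for *NP* tumors was past 0.05 in T NP against MG NP with camera. Of the Reactome sets used in their place, those for TGF-β, hedgehog, cholesterol and apoptosis were past it and higher in T NP (adjusted p = 0.00481, 0.00481, 0.0285 and 0.00205, camera). In T N against MG N, the sets for TGF-β, hedgehog and apoptosis were past it and higher too (adjusted p = 0.00304, 0.00707 and 9.68e-04), and the cholesterol set was not (adjusted p = 0.365). The cholesterol homeostasis list came closest, with 17 of 22 genes higher (difference 0.78, adjusted p = 0.0753, or 0.0151 unadjusted). Its difference in T N against MG N was 0.52 (adjusted p = 0.306), and the interaction between the genotypes was 0.30 (adjusted p = 0.0879, camera with Benjamini-Hochberg adjustment). Estrogen response genes were lower on average in both tumor comparisons, with differences of -0.71 in *NP* and -1.36 in *N* (adjusted p = 0.343 and 0.232), and no androgen list was written. Apoptosis genes had differences of 0.68 and 0.71 (adjusted p = 0.161 and 0.178). The PI3K/AKT/mTOR list had 0.34 and 0.24 (adjusted p = 0.991 and 0.528), and the TNF-α list 0.63 in both (adjusted p = 0.574 and 0.639). In T N against MG N the direction camera gave for the PI3K/AKT/mTOR list was lower, despite the positive difference. There 10 of its 26 genes were higher, and its mean log2 fold change was -0.12. For TGF-β both differences were 0.69 (adjusted p = 0.328 and 0.234), and for hedgehog -1.27 and -1.28 (adjusted p = 0.126 and 0.178). Apart from cholesterol homeostasis and estrogen response (0.69, adjusted p = 0.215), the interaction of these lists had adjusted p-values of 0.988. The paper's cutoff for its gene sets, an FDR q-value, was looser than 0.05. By that cutoff, cholesterol homeostasis and apoptosis would pass as higher in T NP with camera, and hedgehog as lower. In T N, apoptosis and TGF-β would pass as higher, and hedgehog and estrogen response as lower. Cholesterol homeostasis would not pass there. Under fry at 0.05, 3 lists were higher in T NP (cell cycle, TGF-β and cholesterol homeostasis) and 2 lower (hedgehog and Wnt/beta-catenin). In T N, 4 were higher (cell cycle, TGF-β, apoptosis and oxidative phosphorylation) and 4 lower (PI3K/AKT/mTOR, hedgehog, estrogen response and Wnt/beta-catenin).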

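For Wnt/beta-catenin components, 22 of the 34 tested were lower in T NP tumors and thus higher in MG NP glands (difference -0.76, adjusted p = 0.126 with camera and 2.28e-04 with fry, Benjamini-Hochberg over 10 lists). In T N against MG N the difference was -0.77 (adjusted p = 0.232 with camera and 0.0240 with fry), and the interaction was 0.10 (adjusted p = 0.988). Between the glands themselves, MG NP against MG N, it was -0.14 (adjusted p = 0.773, 15 of 34 genes higher). The Reactome set for Wnt signaling went the other way, past 0.05 and higher in both T NP and T N tumors (camera). The oxidative phosphorylation list was higher in MG NP than in MG N, with 78 of 80 genes higher (difference 0.44, adjusted p = 3.30e-11 with camera). Fry did not put it past 0.05 (adjusted p = 0.800). Its interaction was -0.49 (adjusted p = 7.46e-11, camera), and 4 of 80 genes had a positive one. With the muscle score as a covariate, its difference between MG NP and MG N was -0.39 (adjusted p = 0.0147, camera), and without MG NP replicate 4 it was 0.07 (adjusted p = 0.0754). The cholesterol homeostasis and hedgehog lists were lower in MG NP than in MG N (differences -0.40 and -0.32, adjusted p = 0.00128 and 0.0405, camera). Neither call held under fry or with an estimated inter-gene correlation, each of which put 0 lists lower there.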

**Fig. 3:**
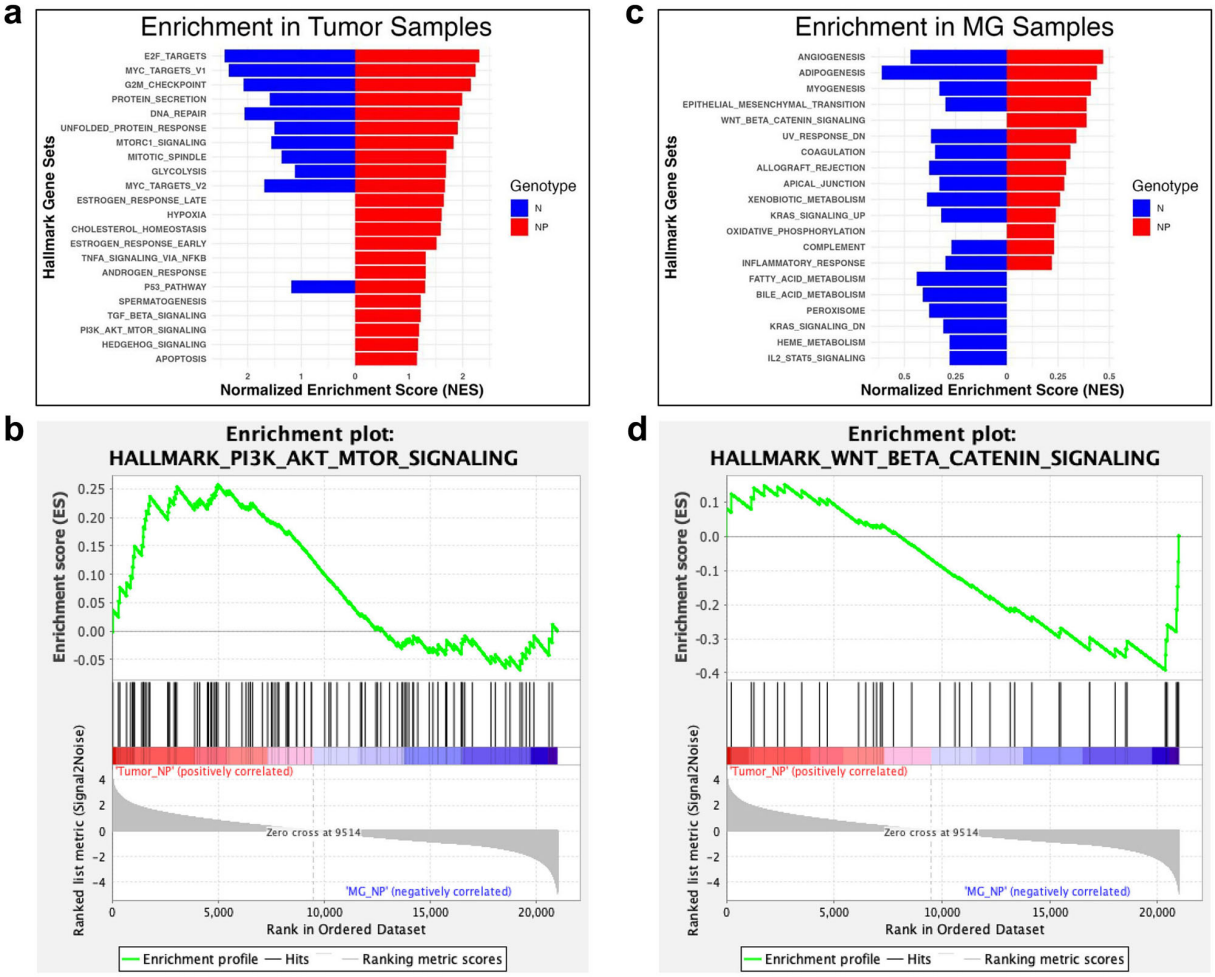
Stromal mutant p53 reprograms molecular signaling in tumors. Gene set enrichment analysis of MSigDB Hallmarks pathways significantly enriched in tumors from *N* and *NP* mice (**a**, **b**) and their corresponding mammary glands (**c**, **d**).

### Fibroblast-expressed mutant p53 upregulates SAA1, SAA2, and THBS4 in *NP* mammary glands, thereby promoting proliferation and migration of ERBB2 tumor cells

The above gene sets enriched exclusively in the *NP* tumors (Fig. 3a, b) highlight the signaling events mediated by the paracrine function of fibroblastic mutant p53, which promotes HER2/neu+ mammary tumor development (Fig. 1). To gain a more complete understanding of the paracrine role of mutant p53 in our experimental setting, we next explored which secretory proteins from the *NP* mammary glands may potentially trigger the above signaling in the *NP* tumors. 

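MG NP and MG N glands were compared over 18563 genes. At an adjusted p-value under 0.05, 0 genes were called with limma, and the smallest adjusted p-value was 0.101 (Benjamini-Hochberg). At an unadjusted p-value under 0.05, 794 genes were higher and 1156 lower in MG NP, where chance gives 928 in all, and 463 and 242 of them changed at least 2-fold. The values of the 2 groups did not overlap for 382 genes that were higher and 771 that were lower, 6.2% of the genes against 2.86% by chance. DESeq2 on the recovered reads moved the numbers most among the settings planned, to 404 higher and 115 lower. In 299 of those 404 genes, MG NP replicate 3 did not exceed the highest MG N gland, and 95 had groups that did not overlap. In 7 of the 115 lower genes, MG NP replicate 3 did not fall below the lowest MG N gland. Without MG NP replicate 3, limma called 297 genes higher and 21 lower. Over the other 7 fits that each left out 1 gland, it called 0 genes in either direction. Among the 28 tested genes of the Reactome set for striated muscle contraction, DESeq2 called 20 higher and 0 lower. The muscle score was 9.05, 9.51, 8.47 and 5.06 in MG N replicates 1 to 4 and 13.75, 16.62, 8.80 and 15.93 in MG NP, a mean difference of 5.75 with all 24 genes higher (two-sided exact permutation test, p = 0.0857). With this score as a covariate in DESeq2, 12 of the 404 higher genes were still called, and 26 of the 115 lower genes, among 370 higher and 152 lower calls in all. The white adipocyte score was 0.81 lower in MG NP (p = 0.0571) and the score of 10 fibroblast genes 0.91 lower (p = 0.0286, the same exact test). *Erbb2* had a log2 fold change of 0.42 (adjusted p = 0.907) and *Trp53* of 0.12 (adjusted p = 0.934, limma).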

Comparison of the transcriptome of the *N* and *NP* mammary glands generated 654 differentially expressed genes, among which 536 are upregulated, and 118 are downregulated in the *NP* mammary glands (Fig. 4a). Among these 654 genes, fifteen genes possessing secretory features were identified from the Vertebrate Secretome Database VerSeDa^30^. 

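All 15 secretory genes were examined, and *Loxl2* was taken for the symbol *Loxl12*. With limma over all genes, 0 of the 12 that could be tested were called, and all 12 had an unadjusted p-value under 0.05. *Art5*, *Saa1* and *Saa2* were below the count minimum in too many glands to be tested. Adjusted over the list alone, 12 of 12 were past 0.05 and 9 of these changed at least 2-fold. The study chose the list on these same glands, so this is not independent evidence. On the recovered reads DESeq2 called 5 of these 12 higher and 4 lower. DESeq2 of all 5 groups without a filter, chosen after the values were seen, called 8 of the 15 higher and 4 lower. Leaving out each gland in turn, limma called from 0 to 3 higher and from 0 to 2 lower, and the largest numbers came without MG NP replicate 3.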

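*Alb* (chromosome 5, 90460897 to 90476602) had the largest fall of the 15 genes, with 175.2 ± 68.8 normalized counts in MG NP and 1062 ± 330.1 in MG N (SD, n = 4 each). Its log2 fold change was -2.61 (standard error 0.30, adjusted p = 0.117 from limma with Benjamini-Hochberg adjustment over all genes). *Fgf10* (chromosome 13, 118669791 to 118792115) had 518.9 against 1365 normalized counts on average (-1.40 on the log2 scale) and *Loxl2* (chromosome 14, 69609068 to 69695834) 435.7 against 1101 (-1.23). *Lama4* (chromosome 10, 38965515 to 39110188) had 7547 against 14240 (-0.91). *Anxa2* (chromosome 9, 69453620 to 69491795) had 5201 against 8065 (-0.63) and *Npc2* (chromosome 12, 84754562 to 84773152) 5251 against 7831 (-0.59). In these 6 genes every MG NP gland was below every MG N gland (two-sided exact permutation test, p = 0.0286, the smallest possible). The adjusted p-values of the last 5 ranged from 0.305 to 0.318 (limma).
Of the genes that were higher, *Ache* (chromosome 5, 137287519 to 137294466) had 213.8 ± 77.1 normalized counts in MG NP and 49.5 ± 17.4 in MG N (SD, n = 4 each). Its log2 fold change was 2.08 (standard error 0.36, adjusted p = 0.305, limma), or 1.55 with the muscle score. *Fgf13* (chromosome X, 59062145 to 59568071) had 315.8 ± 161.6 and 125.5 ± 50.6, a log2 fold change of 1.30 (standard error 0.40, adjusted p = 0.339), or 0.93 with the muscle score. Neither gene's groups overlapped (exact permutation p = 0.0286). *Dhrs7c* (chromosome 11, 67798187 to 67816002) had 388.2, 3178.8, 10.8 and 2026.1 in MG NP replicates 1 to 4 and at most 16.1 in MG N. *Art5* (chromosome 7, 102096879 to 102109489) had 119.2, 640.9, 2.2 and 370.6, and at most 6.4 in MG N. *Fndc5* (chromosome 4, 129136999 to 129144593) had 139.3, 1310.3, 55.2 and 847.1, and 47.4 to 83.6 in MG N. In each of these 3 genes MG NP replicate 3 lay within the range of MG N (exact permutation p = 0.0857, 0.114 and 0.114). Their log2 fold changes with the muscle score were 0.16, -0.31 and -0.36. *Saa1* (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980) had 71.8 ± 88.6 in MG NP and 3.44 ± 1.31 in MG N (p = 0.0286, exact permutation test, n = 4 each). *Saa2* (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313) had 46.9 ± 71.9 and 2.05 ± 1.87 (p = 0.0857, same exact test). These 2 genes are near-identical neighbors, so reads may have been split between them and their separate values are uncertain. *Thbs4* (chromosome 13, 92751590 to 92794818) had 299.6 ± 294.5 and 48.7 ± 10.9, a log2 fold change of 1.92 (standard error 0.78, adjusted p = 0.438, limma; exact permutation p = 0.143).

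**Figure D1:**
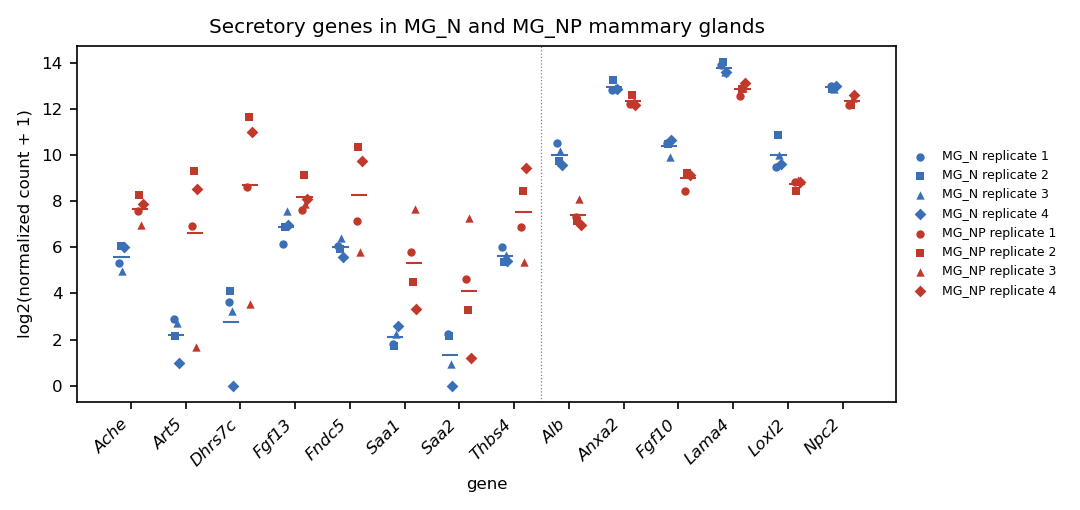
Normalized counts of 14 of the 15 secretory genes on a log2(normalized count + 1) axis, with MG N glands in blue, MG NP glands in red and a marker shape for each replicate. Bars are the mean of the 4 log2 values, the 8 genes the paper reports as upregulated stand left of the dotted line, and for *Art5*, *Dhrs7c*, *Fndc5* and *Thbs4* MG NP replicate 3 lies among or below the MG N glands.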

Seven (*Alb*, *Anxa2*, *Fgf10*, *Lama4*, *Loxl12*, *Npc2*, *Snca*) are downregulated in the *NP* mammary gland and eight (*Ache*, *Art5*, *Dhrs7c*, *Fgf13*, *Fndc5*, *Saa1*, *Saa2* and *Thbs4*) are upregulated (Fig. 4b). Among them, in particular, serum amyloid A proteins, SAA1 and SAA2, secreted by cancer cells, cancer-associated fibroblasts, tumor-associated macrophages and adipose cells in the tumor microenvironment, may promote cancer cell proliferation, metastasis and survival. They have been implicated in the pathogenesis of breast, lung, prostate, ovarian, and renal cell cancers^31^. Several other studies have shown that the proliferative effects of these proteins may also be dependent on PI3K signaling^32–35^. In addition, thrombospondin-4 (THBS4) is a non-structural extracellular matrix molecule and has also been shown to promote cancer progression by modulating the PI3K/AKT pathway^36,37^. The remaining secretory genes identified in our analysis have limited evidence supporting their roles in breast cancer development or PI3K signaling based on current literature and were therefore not further pursued. To validate whether these three secretory proteins, SAA1, SAA2, and THBS4, can indeed promote HER2+ tumor development, we next examined the effects of the addition of each of the three synthesized peptides to the HER2+ mammary tumor cell culture derived from our *MMTV-neu* mouse cohorts, thereby confirming that these transcriptomic findings translate into functional drivers of tumor development in this model. Using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) colorimetric assays, we observed that treatment with SAA1, SAA2, or THBS4 significantly promoted cell proliferation in three HER2+ mammary tumor cell lines derived from our mouse model, with effects evident on days 1, 2, or 3 (Fig. 4c). In the remaining cell line, SAA2 and THBS4 also promoted increased proliferation. The *NP* and *N* tumors exhibited similar metastatic frequency based on microscopic examination under brightfield illumination. However, interestingly, all three peptides, SAA1, SAA2, and THBS4, also enhanced the migration of two out of three HER2/neu+ cells as examined by the Boyden chamber experiments (Fig. 4d), indicating that the presence of mutant p53 in stromal fibroblasts might have endowed higher metastatic potential to the HER2+ mammary tumor. Examining metastasis at an earlier stage could provide insights into metastatic differences in *MMTV-neu* mice, with or without stromal mutant p53.

**Fig. 4:**
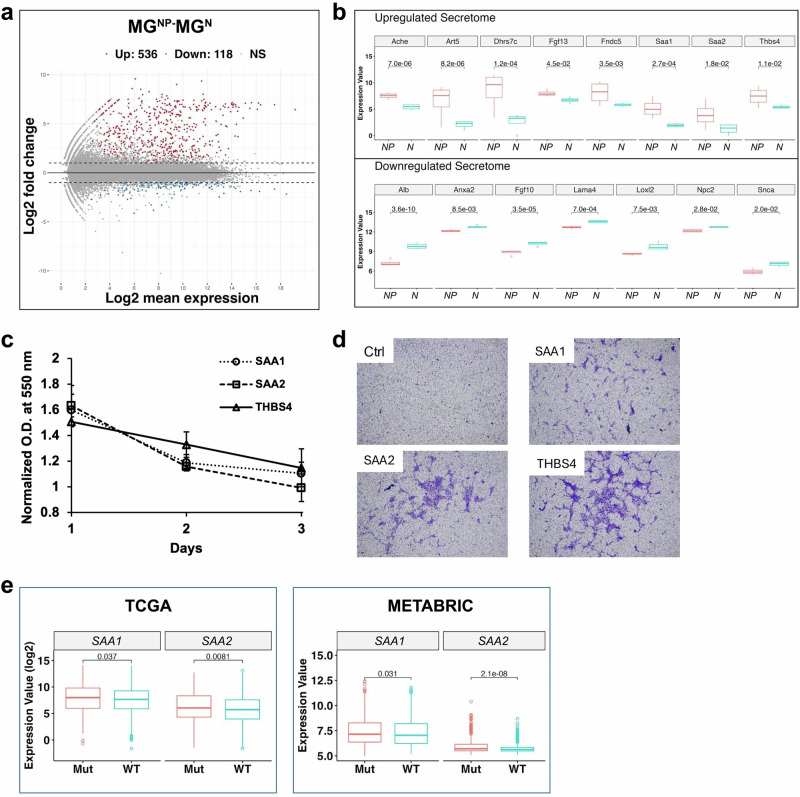
Fibroblastic mutant p53 upregulates SAA1, SAA2, and THBS4 in the *NP* mammary gland, promoting neu tumor cell proliferation and migration. **a** MA-plot comparing mammary glands from *NP* (MG^NP^) and *N* (MG^N^) mice. Red and blue dots indicate significantly upregulated and downregulated genes, respectively (adjusted p-value < 0.05); gray dots represent non-significant changes. **b** Box plots show eight upregulated and seven downregulated secretory genes with adjusted p-values < 0.05. Gene expression levels in MG^NP^ are shown in red, and those in MG^N^ are shown in cyan. **c** MTT assay results showing the effects of secretory peptides on HER2/neu+ mammary tumor cell proliferation. Cells were treated with either vehicle control, SAA1, SAA2, or THBS4 peptides, and cell viability was assessed at 1, 2, or 3 days post-treatment. All comparisons to the vehicle control yielded *p* < 0.05, except for the optical density measured 3 days after SAA2 treatment. **d** Representative images from Boyden chamber assays showing the migration of HER2/neu+ mammary tumor cells in response to secretory peptides, SAA1, SAA2, or THBS4. Ctrl, vehicle control. **e** Transcriptional expression of *SAA1* and *SAA2* in breast cancer samples from the TCGA and METABRIC databases, stratified by *TP53* status (WT, wild-type vs. Mut, mutant).

To determine whether the expression of mutant p53-dependent secretory factors observed in mice is also present in humans, we analyzed data from two human cancer databases: The Cancer Genome Atlas (TCGA) and Molecular Taxonomy of Breast Cancer International Consortium (METABRIC), both of which contain breast cancer transcriptome data. As shown in Fig. 4e, we observed that expression of *SAA1* and *SAA2* is significantly higher in breast cancer samples with mutant *TP53* compared to those with WT *TP53*. Although it remains unclear whether here SAA1 and SAA2 are expressed by stromal or tumor cells—a question best addressed by spatial or single-cell sequencing—these findings further imply the association between mutant p53 and secretory factor expression.

Taken together, our data suggests a potential mechanism for the paracrine effect of mutant p53 on breast cancer. Specifically, fibroblastic mutant p53 leads to an increase in secretory factors, including SAA1, SAA2, and THBS4, etc., in the mammary gland. 

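In single glands, *Saa1* had 55.3, 21.4, 201.5 and 9.0 normalized counts in MG NP replicates 1 to 4 and 2.5, 2.3, 3.8 and 5.1 in MG N. *Saa2* had 23.8, 8.6, 153.8 and 1.3 in MG NP and 3.8, 3.4, 0.9 and 0 in MG N, where no library had more than 3 reads, so its mean was at least 12.3-fold higher. Both genes were highest in MG NP replicate 3, the gland with the fewest muscle transcripts of its group. With the muscle score as a covariate their log2 fold changes were 5.61 and 4.89 without a filter on low counts (adjusted p = 0.253 and 0.319, limma with Benjamini-Hochberg adjustment), against 3.22 and 2.75 without the score. In DESeq2 of all 5 groups without a filter, chosen after the values were seen, they were 4.4 and 4.5 (adjusted p = 0.0307 and 0.0368, DESeq2). For *Saa2*, whose MG N glands were at the floor, these fitted values are not measured sizes, and only the lower bound holds. *Thbs4* had 118.3, 342.6, 40.1 and 697.3 in MG NP and 63.7, 40.2, 49.8 and 41.2 in MG N. It was lowest in MG NP replicate 3, and its log2 fold change with the muscle score was -0.18 (standard error 0.72, adjusted p = 0.958, limma). The paper states that fibroblastic mutant p53 increases these secretory factors in the mammary gland.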

The secretion of these factors, in turn, may activate tumor-promoting pathways such as PI3K signaling in breast tumors, thereby accelerating tumor development (Fig. 5). Although the functional connection between these secreted factors and PI3K pathway activation in our experimental context remains to be validated, our findings suggest that fibroblast-derived signals downstream of mutant p53 may contribute to a tumor microenvironment conducive to cancer development.

**Fig. 5:**
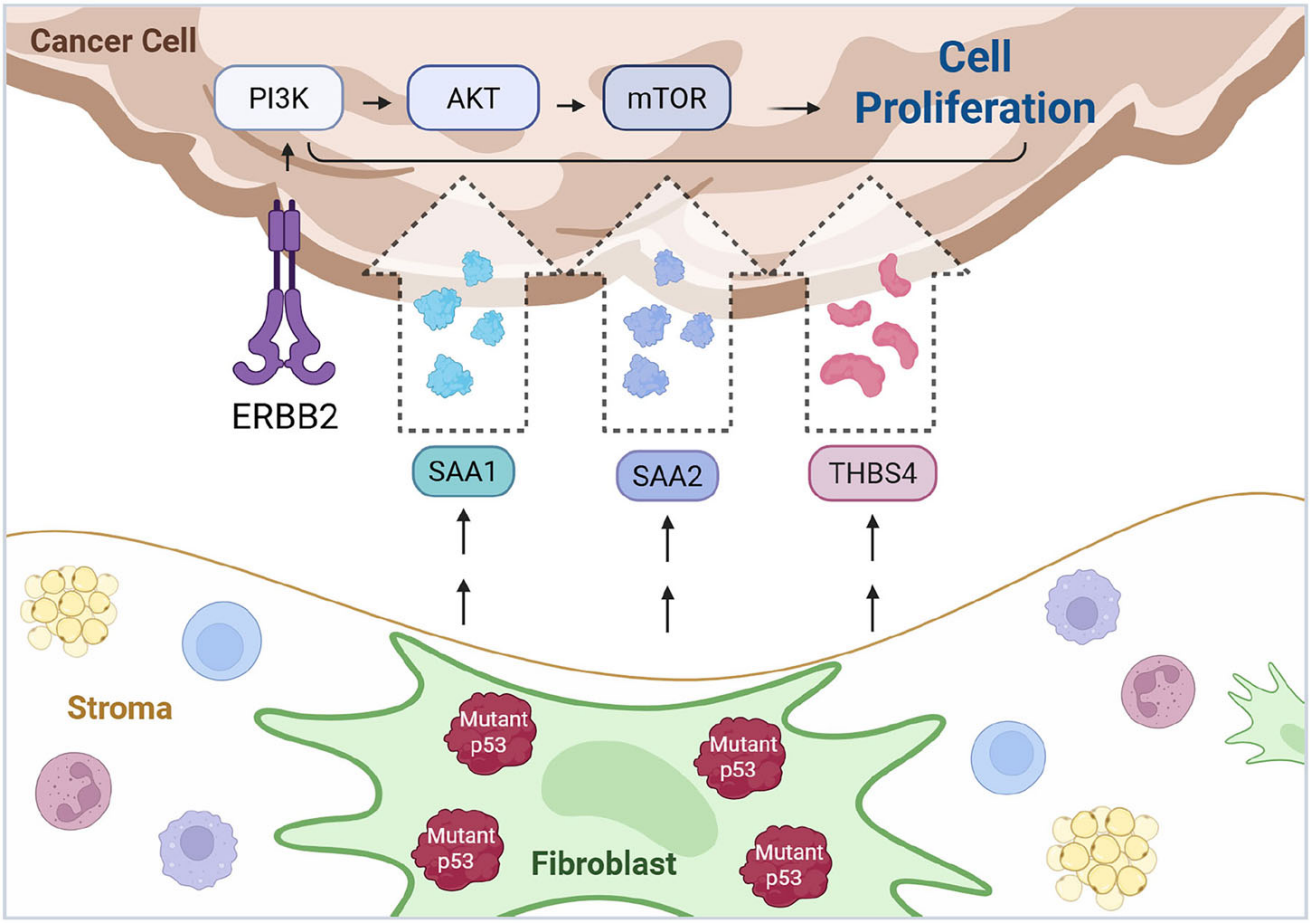
Proposed mechanism by which stromal fibroblastic mutant p53 promotes the development of HER2+ breast cancer. Created with BioRender.com.

## Discussion

Tumor-associated fibroblasts are one of the most dominant and critical components in the tumor stroma. They not only provide physical support for tumor cells but also play diverse functions in matrix deposition and remodeling, extensive reciprocal signaling interactions with tumor cells, and immune modulation. The tumor suppressor *TP53*, the most frequently mutated gene in cancer, was discovered to undergo genetic changes in CAFs. Furthermore, emerging evidence indicates that p53 status in stromal fibroblasts plays an important part in tumor development. Several reports have provided insights into the molecular mechanisms of the non-cell-autonomous role of stromal p53 in cancer development. In two studies, Trp53 was found to attenuate cancer cell migration and invasion through repressing the chemokine SDF-1 and its cognate receptor CXCR4^13,38^ In addition, *TSPAN12*, a p53-regulated gene, was found to be required to enhance cancer invasiveness and proliferation elicited by p53 downregulated fibroblasts^39^. A more recent study highlighted the promoting function of stromal ZEB1/Trp53 signaling axis in mammary epithelial tumor development^40^. Upon ZEB1 deletion in stromal fibroblasts, the acetylation, expression, and recruitment of TP53 to FGF2/7, VEGF, and IL6 promoters are increased, leading to the reduction of their production and secretion into the surrounding stroma^40^. In the present study, we investigated whether and how fibroblastic mutant Trp53 impacts HER2+ mammary tumor development. In contrast to the studies described above, which conducted in vitro assays using fibroblasts of varying *p53* status or involved in vivo deletion of stromal WT *Trp53*, we utilized the conditional *Trp53*^*wm-R172H*^ allele, which allows WT-to-mutant p53 conversion and thus more faithfully mimics the clinical situation of the occurrence of somatic mutant p53. Our study suggests another novel mechanism where mutant p53 in stromal fibroblasts increases the level of secretory proteins such as SAAs (SAA1 and SAA2) and THBS4, triggering tumor-promoting pathways, including PI3K/AKT signaling, etc., in the mammary epithelial cells, which expedites the mammary tumor development. To the best of our knowledge, this is the first in vivo study to propose a mechanism underlying the tumor-promoting function of stromal mutant p53, linking mutant p53-induced secretory factors in stromal fibroblasts to downstream biological pathways in mammary epithelial tumors that drive cell proliferation (Fig. 5).

One remaining question is the precise cellular origin of these secretory proteins. Our RNA-seq analysis revealed that approximately 30% of total *p53* reads in the mammary glands of *NP* mice, which comprise diverse cell types, including fibroblasts, epithelial cells, adipocytes, vascular and immune cells etc., correspond to the *Trp53*^*R172H*^ allele that generates the p53R172H mutant (Supplementary Fig. 3). Assuming equal numbers of fibroblasts and epithelial cells, complete recombination of the *Trp53*^*wm-R172H*^ allele would theoretically yield ~25% *p53*^*R172H*^ reads. Considering that WT p53 from other cell types in the mammary glands, in addition to epithelial cells, would further dilute this signal, the observed ~30% fraction indicates efficient Fsp-Cre–mediated recombination and suggests that fibroblasts constitute a major cell population in the mammary gland. Furthermore, RNA-seq of *N* and *NP* tumors did not reveal differential expressions of *Saa1*, *Saa2*, or *Thbs4*, implying that these proteins are unlikely to originate from epithelial cells in *NP* mice. Nevertheless, it is possible that other stromal populations contribute to their production. 

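In tumors, *Saa1* had 84.4 ± 106.0 normalized counts in T NP and 59.0 ± 109.3 in T N (SD, n = 4 each). Its log2 fold change was 2.31 (standard error 1.67, adjusted p = 0.774 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.314). *Saa2* had 76.5 ± 109.5 and 31.4 ± 50.6, a log2 fold change of 1.76 (standard error 1.33, adjusted p = 0.786, limma, exact permutation p = 0.286). *Thbs4* had 396.3 ± 195.4 and 702 ± 776.3, a log2 fold change of -0.33 (standard error 0.72, adjusted p = 0.923, limma, exact permutation p = 0.83). Single tumors differed widely. *Saa1* was 222.7, 1.1, 12.1 and 0 in T N replicates 1 to 4 and 237.7, 73.2, 15.6 and 11.2 in T NP. With each tumor left out in turn, the log2 fold change ranged from 1.26 to 3.86 for *Saa1*, from 0.86 to 2.85 for *Saa2* and from -0.80 to 0.34 for *Thbs4*. *Thbs4* was higher in T NP only in the fit without T N replicate 3, which had 1835.9 normalized counts. Adjusted over these 3 genes alone, 0 were past 0.05, and 0 had an unadjusted p-value under 0.05. The standard errors leave differences of several-fold in *Saa1* and *Saa2* undetectable with 4 tumors per genotype. The interaction with the tissue was -0.91 for *Saa1*, -0.99 for *Saa2* and -2.25 for *Thbs4* (adjusted p = 0.958, 0.951 and 0.653, limma), so a difference between the effect in tumors and in glands was not shown either.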

Future studies employing single-cell or spatial transcriptomics will be valuable to more precisely dissect the cellular sources of these differentially expressed genes.

It is also noteworthy that in our study, although the presence of fibroblastic mutant p53 expedites neu mammary tumor development, it does not affect tumor metastasis. However, a previous study showed that the presence of either p53-null or p53-mutant fibroblasts evidently increased the rate of metastatic spread of PC3 tumors when PC3 prostate cancer cells were co-inoculated with WT, Trp53-KO, or Trp53-mutant MEFs into the SCID mice^13^. Different cancer types being investigated between these studies may account for the discrepancy. In fact, it was recently shown that stromal p53 regulates breast cancer development in an oncogene-specific manner. Specifically, stromal p53 loss enhances KrasG12D, but not ErbB2, driven tumorigenesis in murine mammary epithelia^28^. In addition, this observation, together with our findings that the fibroblastic mutant p53 promotes ErbB2 tumor development, indicates the gain-of-function of mutant p53 in this scenario. On the other hand, the enhanced migratory response of HER2/neu+ tumor cells to SAA1, SAA2, and THBS4 (Fig. 4c, d) suggests that stromal mutant p53 may predispose tumors to metastasis at earlier stages. Further time-course studies will be needed to elucidate the temporal effects of these factors on metastatic progression. In addition, although *NP* mice exhibited significantly shorter tumor-free survival compared to *N* mice (Fig. 1a), and SAA1, SAA2, and THBS4 enhanced HER2/neu+ cancer cell proliferation in vitro (Fig. 4c), Ki67 staining of tumor sections did not reveal differences in proliferation between *N* and *NP* tumors. One possible explanation is that the tumors analyzed were collected at the endpoint, when proliferation rates may have already plateaued in vivo. This observation also highlights the need for a time-course study in future investigations.

Our analysis of human breast cancer data from TCGA and METABRIC further supports our findings in mice, revealing elevated expression of *SAA1* and *SAA2* in tumors with *TP53* mutations. It remains unclear how mutant p53 increases *Saa1*, *Saa2* and *Thbs4* RNA levels mechanistically, though. Mutant p53 could either directly or indirectly upregulate them, which needs to be experimentally verified with assays including chromatin immunoprecipitation.

In conclusion, our findings underscore the cell non-autonomous role of mutant p53 in cancer, supporting a model in which fibroblastic mutant p53 promotes breast tumorigenesis through paracrine signaling. By inducing the expression of secretory factors that activate oncogenic pathways in neighboring epithelial cells, mutant p53 in the stroma emerges as a key driver of tumor progression. These results highlight stromal mutant p53-mediated tumor–stroma crosstalk as a critical, and potentially targetable, component of breast cancer biology.

## Methods

### Mice

The *MMTV-neu* (stock #002376, FVB background) and *Fsp-Cre* (stock #012641, BALB/c background) transgenic mice were obtained from the Jackson Laboratory. The *p53*^*wm-R172H*^ allele was generated by the Lozano laboratory, previously described^18^, and maintained on a C57BL/6 background. *MMTV-neu* and *Fsp-Cre* mice were crossed with *p53*^*wm-R172H*^ mice to produce *MMTV-neu; p53*^*wm-R172H*^ and *Fsp-Cre; p53*^*wm-R172H*^ mice, which were then used as breeders to generate the experimental cohorts: *MMTV-neu; Fsp-Cre*, *MMTV-neu; p53*^*wm-R172H*^, and *MMTV-neu; Fsp-Cre; p53*^*wm-R172H*^ mice, all maintained on a mixed FVB/C57/BALB/c genetic background. Mice are euthanized using CO₂ inhalation followed by cervical dislocation to collect tumors and tissues. All mouse experiments were performed in compliance with the MD Anderson Cancer Center Institutional Animal Care and Use Committee and conform to the guidelines of the United States Animal Welfare Act and the National Institutes of Health.

### Histology, immunofluorescence, and immunohistochemistry

Tissues were fixed in 10% (vol/vol) formalin and embedded in paraffin by the MD Anderson Research Histology Core Laboratory. Sections were stained with hematoxylin and eosin or trichrome.

Antibodies used for immunofluorescence were p53, 1:300 (Novacastra, NCL-L-p53-CM5p); and alpha smooth muscle Actin 1:400 ([1A4] Abcam 7817). Immunofluorescent secondary IgG antibodies used were Alexa Fluor 555 (Invitrogen A-31572); and Alexa Fluor 488(Abcam 150113); 1:600 for both. DAPI was used for nuclear staining, and slides were mounted with Vectashield HardSet mounting medium (Vector Laboratories H-1400-10). Antibodies used for immunohistochemistry were alpha smooth muscle Actin 1:1000 (Abcam 5694); CD3 1:500 (Abcam 5690); NCR1 1:200 (Abcam 199128); and F4/80 1:200 (Abcam 6640 [CI:A3-1]). Visualization was performed using the ABC and DAB kits (Vector Laboratories), and counterstaining was performed with Mayer’s hematoxylin (Lillie’s modification) (DAKO S3309). Antigen retrieval buffer was either Sodium Citrate pH 6 or Tris-EDTA pH 9.

### RNA sequencing

RNA from tumors and mammary glands was isolated using TRIzol reagent (Life Technologies) and RNeasy Mini Kit (Qiagen). The subsequent RNA sequencing was performed at the Advanced Technology Genomics Core (ATGC) at the M. D. Anderson. Barcoded libraries were prepared using the Illumina TruSeq mRNA seq Kit. The libraries were sequenced on the HiSeq3000 using the 75-bp paired-end format. The raw RNA-sequencing (RNA-seq) readouts were mapped to the mouse assembly reference genome (GRCm38) using TopHat2 and bowtie2^41,42^, an open-source software tool that aligns RNA-seq reads to a reference genome. Differential gene expression analysis was performed with DESeq2 (an R/Bioconductor package)^43^ using adjusted p-value < 0.05 as the significance cutoff. The RNA-seq data are available on the Gene Expression Omnibus (GEO) database with accession number GSE296930. Principal Component Analysis (PCA) was performed using DESeq2 with a regularized log (rlog) transformation of normalized counts.

### Gene set and secretome analyses

The gene set enrichment analysis using the GSEA tool developed by the Broad Institute, which is available at http://www.broadinstitute.org/gsea^44,45^. GSEA utilizes the Hallmark collection of differentially expressed gene sets that summarize and represent specific, well-defined biological states or processes and display coherent expression from the mouse Molecular Signatures Database (MSigDB).

For secretome analysis, the secretory proteins were downloaded from the Vertebrate Secretome Database (VerSeDa). The corresponding Ensembl gene IDs were obtained from Ensembl Biomart.

The normalized gene expression count was generated with the DESeq2 Bioconductor package^46,47^. The heatmap was generated with the differentially expressed genes, and the Pearson distance and the complete linkage clustering were utilized in the analysis.

### Cell proliferation and migration assays

HER2+ tumors were harvested from the *MMTV-neu*; *Fsp-Cre* or *MMTV-neu* female mice when their dimension reached 2 cm. Following isolation with trypsin, primary tumor cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) containing 10% fetal bovine serum (FBS) and harvested when they reached about 80% confluency, followed by storage in liquid nitrogen.

To measure proliferation, 1 × 10^4^ tumor cells per well were seeded in 96-well plates and cultured in DMEM with 0.05% FBS 24 h before the addition of the peptides. The SAA1 (Aviva Systems Biology, OPCA03381), SAA2 (Aviva Systems Biology, OPCA00215), or THBS4 (Aviva Systems Biology, OPCA07418) peptides were added to the culture medium individually with a final concentration of 100 nM. 48 h following peptide addition, cell proliferation was measured using the 3-(4,5-dimethyl thiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assays as previously described. MTT at 5 µg/mL was incubated in 96-well plates for 3 h, and the optical density was measured at 550 nm.

### TCGA and METABRIC analyses

Breast cancer samples from The Cancer Genome Atlas (TCGA) and the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) were stratified based on *TP53* status (wild-type vs. mutant). Expression levels of the secretory genes *SAA1*, *SAA2*, and *THBS4* were then statistically compared between groups using the Wilcoxon test.

### Statistical analysis

Mouse survival curves by Kaplan–Meier plots were analyzed by log-rank (Mantel–Cox) tests. Statistical significance was defined as *p* < 0.05.

## Supplementary information

Supplementary Figures and Legends

## Data Availability

The RNA-seq data are available on the Gene Expression Omnibus (GEO) database with accession number (GSE296930).

# Supplementary material for: Stromal fibroblastic mutant Trp53 promotes mammary tumor development via enhanced secretion of paracrine factors
**Source:** NPJ Breast Cancer. 2025 Dec 12;12:12. doi: 10.1038/s41523-025-00876-y
**Supplement:** Supplementary file 1 — Supplementary Figures and Legends

**
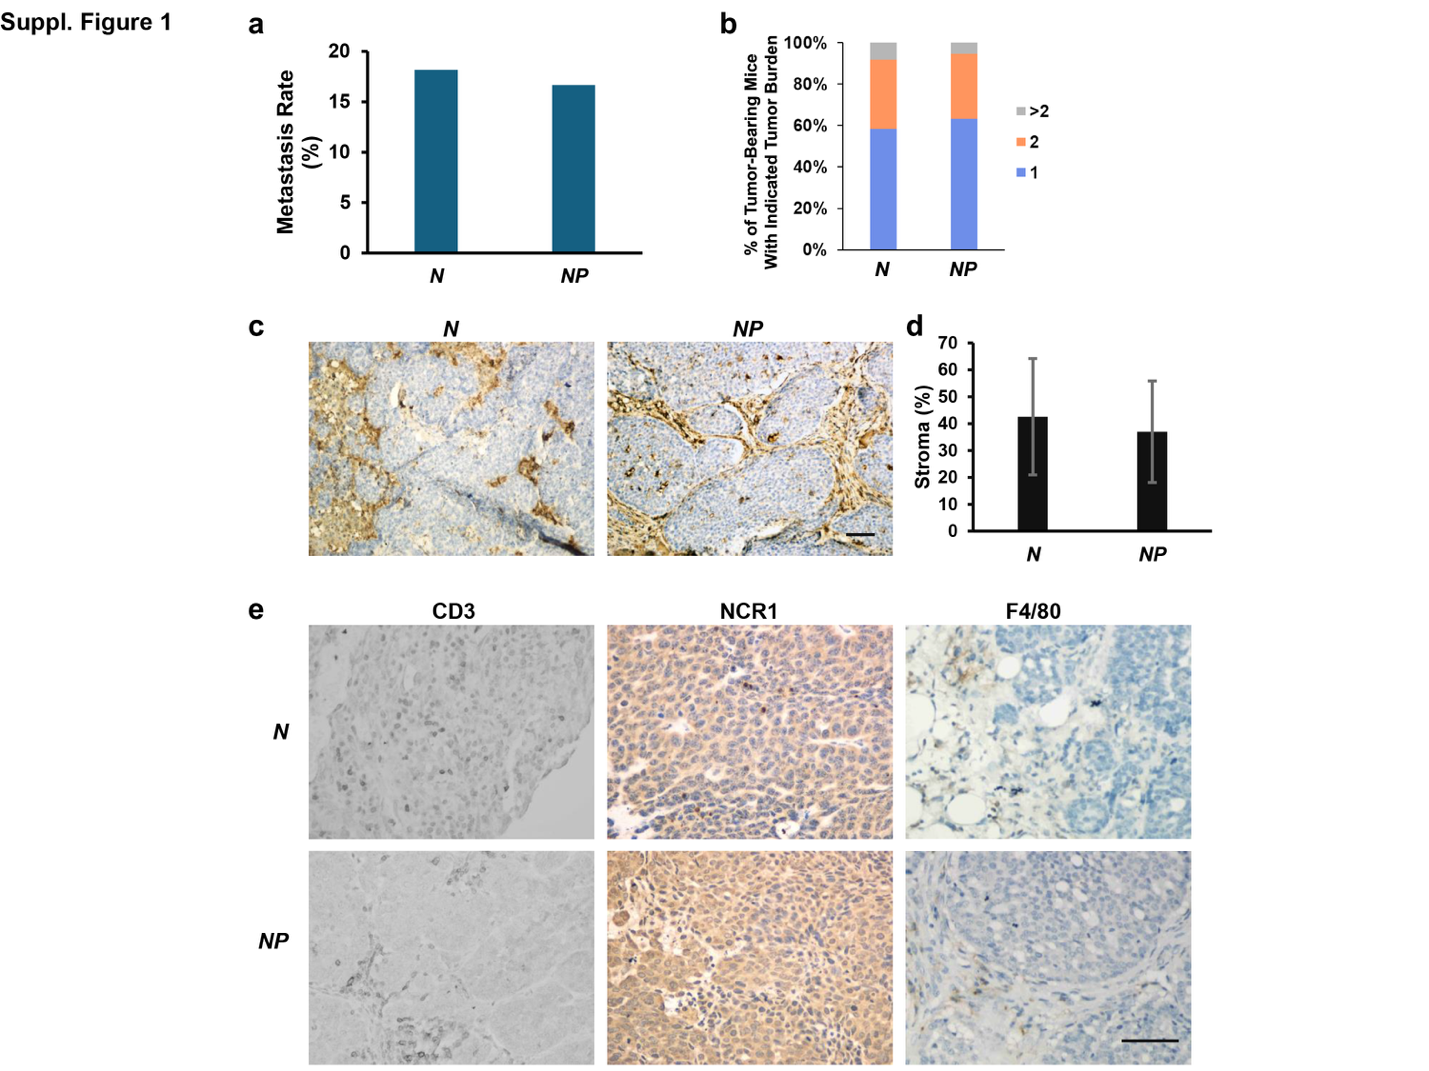
**

**Supplementary Fig. 1: Stroma abundance and immune markers in *N* and *NP* tumors.** **a** Tumor metastasis rate of *N* and *NP* female mice (*p* = 0.93). **b** Tumor burden distribution of *N* and *NP* female mice (*p* = 0.33). **c** Representative immunohistochemistry (IHC) images showing smooth muscle actin (SMA) staining in *N* and *NP* tumors. **d** Quantification of SMA staining. IHC images were randomly captured, and SMA-positive areas were measured using ImageJ and compared between *N* (n = 21) and *NP* (n = 13) tumors (*p* = 0.434). **e** Representative IHC images showing staining for CD3 (T cells), NCR-1 (NK cells), and F4/80 (macrophages) in *N* and *NP* tumors. Scale bar: 50 μm.

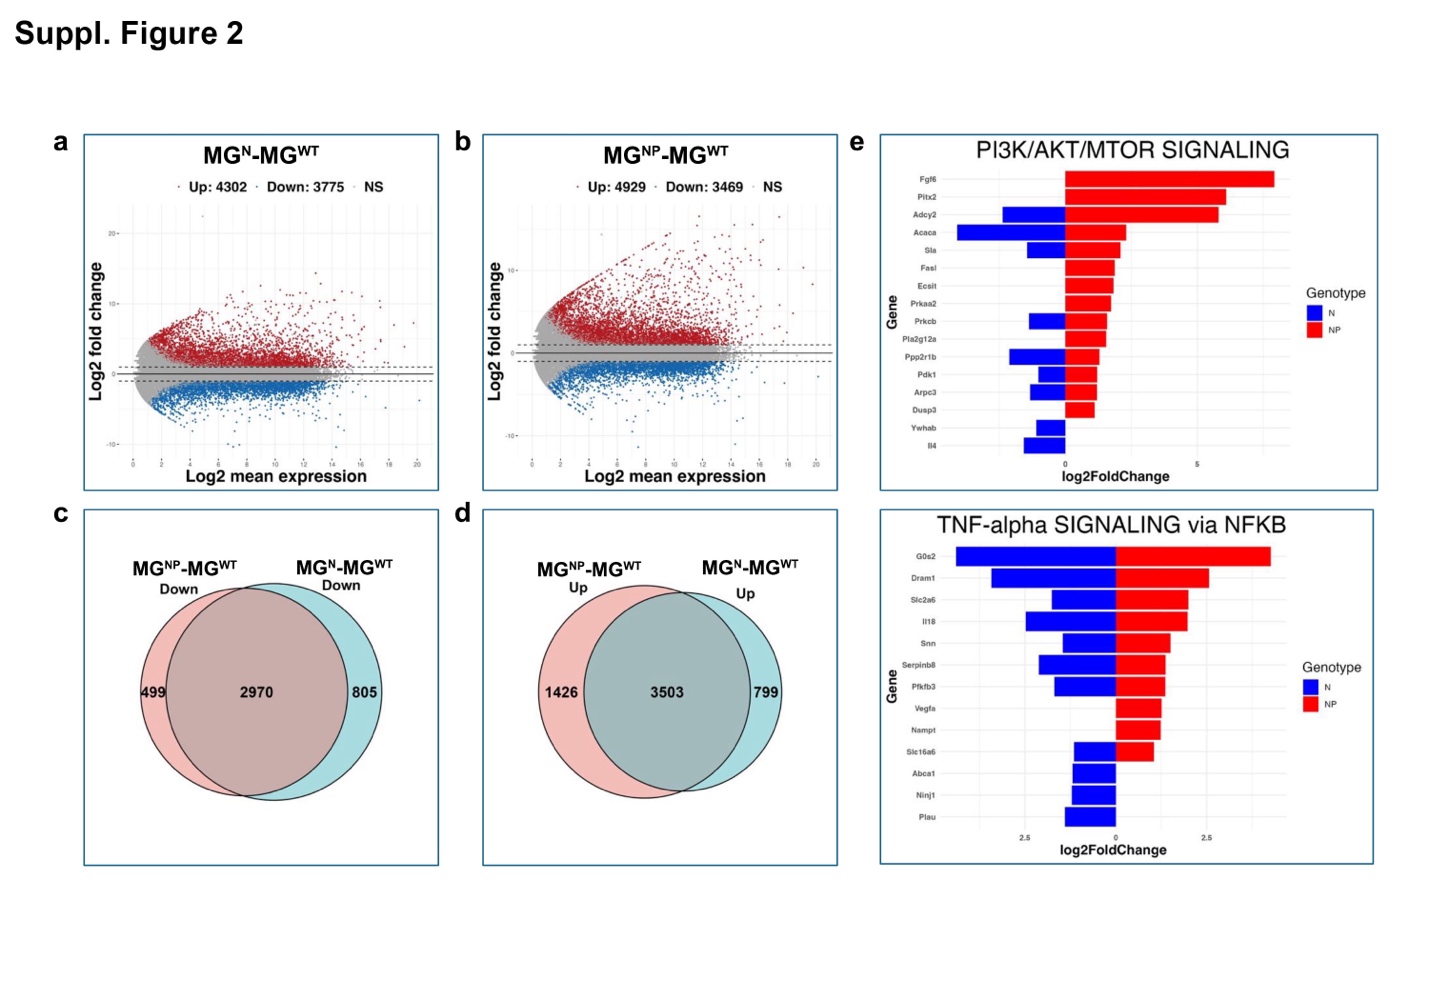

**Supplementary Fig. 2: Transcriptomic comparison of mammary glands from tumor-bearing *N* and *NP* mice with age-matched wild-type mice.** **a** MA plot comparing mammary glands from *N* (MG^N^) and wild-type (MG^WT^) mice. **b** MA plot comparing mammary glands from *NP* (MG^NP^) and wild-type (MG^WT^) mice. Red dots represent significantly upregulated or downregulated genes (adjusted p-value < 0.05), and gray dots represent non-significant changes. **c** Venn diagram illustrating the overlap of significantly downregulated genes between MG^N^ vs. MG^WT^ and MG^NP^ vs. MG^WT^ comparisons. **d** Venn diagram illustrating the overlap of significantly upregulated genes between MG^N^ vs. MG^WT^ and MG^NP^ vs. MG^WT^ comparisons. **e** Genes in PI3K/AKT/MTOR (upper panel) and TNF-alpha (lower panel) signaling pathways that are significantly upregulated in MG^N^ or MG^NP^ compared to MG^WT^.

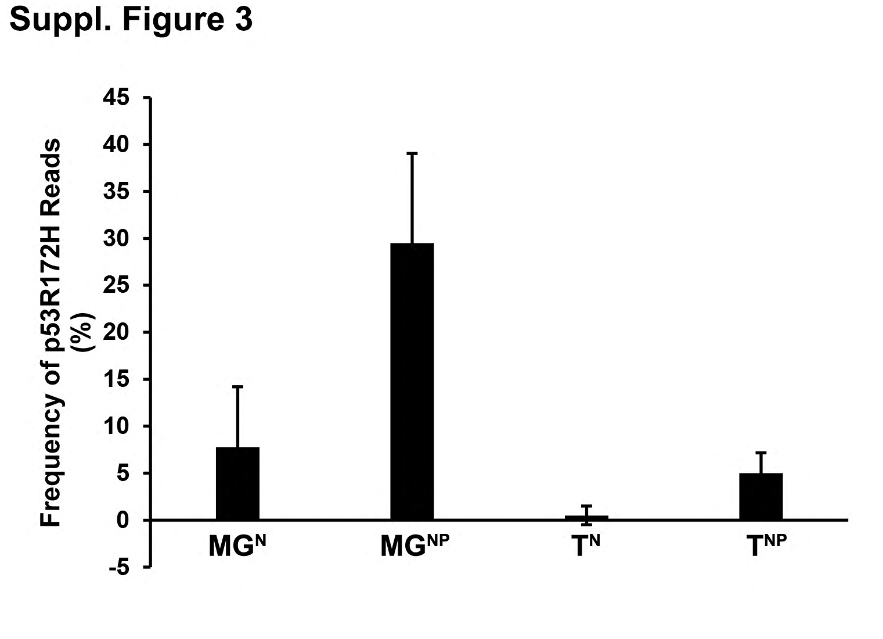

**Supplementary Fig. 3: Frequency of *p53^R172H^* allele reads in mammary glands and tumors.** RNA-seq analysis showing the proportion of *p53^R172H^* reads in mammary glands of *N* and *NP* mice (MG^N^, MG^NP^) and in *N* and *NP* mammary tumors (T^N^, T^NP^). Each bar represents the mean frequency of *p53^R172H^* reads (n=4 per group). *p* < 0.01 for comparisons between MG^NP^ and each of the other three groups.

How the deposited data were processed for this re-analysis (not part of the article)

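RNA-seq of 19 mouse samples was examined: 3 MG WT glands and 4 samples each of MG N glands, MG NP glands, T N tumors and T NP tumors. The sample records name total RNA purification and a total RNA library kit, whereas the paper's methods name TRIzol, RNeasy Mini columns and an mRNA kit. By the paper, libraries were read as 75-bp pairs on a HiSeq3000 and aligned to GRCm38 with TopHat2 and bowtie2. How reads were counted on genes and with which annotation is not stated in the paper's text. The signal deposited by the authors is a single table of normalized counts for 46078 genes, with 1 column per library, and all columns were used. Each library's values are whole multiples of a single step. The reads behind them were recovered by dividing by that step, and with a tolerance of 0.05 reads 100% of the values were whole in every library. For T N replicate 3 the step was too close to 1 to be told from unscaled counts by that check alone. The recovered size factors ranged from 0.7006 to 1.0648 in MG N, MG NP, T N and T NP and from 1.9354 to 2.3449 in MG WT. The authors' scaling is therefore already part of every value, and alignment, counting and read filters could not be repeated.

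The median number of recovered reads was 23489454 over the 16 libraries of tumors and of glands from *N* and *NP* mice, and 54753948 over the 3 MG WT libraries. At this depth a gene with no library above 3 reads in a group was treated as at the floor, and a fold against such a group is a lower bound. Gene symbols, biotypes and positions were taken from GENCODE vM21, which matched 97.97% of the identifiers and left 935 unmatched. Genes were excluded from a test when fewer samples than the smaller group had at least 10 normalized counts. No animal number in the sample names is shared between RNA-seq samples of different groups. Whether these numbers identify every animal is not stated, and neither are batches. Replicate numbers were not taken to pair samples.

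Groups were taken from the sample records, and each pairwise test used only its 2 groups. Log2(normalized count + 1) was fitted with limma (version 3.58.1, lmFit and eBayes with a trend), and p-values were adjusted with the Benjamini-Hochberg method within each comparison. Genes with an adjusted p-value under 0.05 and at least a 2-fold change were called. The comparisons were MG N and MG NP with MG WT, T N with MG N, T NP with MG NP, MG NP with MG N, and T NP with T N. An interaction contrast of the 16 samples without MG WT tested whether the difference between tumor and gland differed between the genotypes. Single genes and marker scores were also tested with a two-sided exact permutation test of the mean. Principal components were computed on centered log2 values of the 500 most variable genes. Overlaps of calls with the shared MG WT glands were compared with simulations of unchanged groups.

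The genes named were fixed by a rule: every gene that the paper names for the RNA-seq, the genes of the marker lists and of the mouse model, and the 5 genes with the largest rise and the 5 with the largest fall in each comparison, among those past the threshold whose 2 groups did not overlap. The rule, the tests, the lists and the alternatives were chosen before the data were examined, except where they are said to have been chosen later. The single-gene results of 2 of these genes are not reported here. The 10 pathway lists (cell cycle, PI3K/AKT/mTOR, TNF-α via NF-κB, TGF-β, hedgehog, cholesterol homeostasis, apoptosis, estrogen response, Wnt/beta-catenin and oxidative phosphorylation) hold components written by hand and are not the Hallmark sets, which are not used here. They were tested with camera of limma at an inter-gene correlation of 0.01, with adjustment over the 10 lists in a comparison, and repeated with fry, with an estimated correlation and with Reactome sets of fgsea (version 1.28.0). The 13 tissue lists are markers of skeletal muscle, brown and white adipocytes, fibroblasts, luminal and basal epithelium, milk proteins, B cells, T cells, macrophages, NK cells, endothelium and liver. Among the pathway and tissue lists, *Cycs* is in both the apoptosis and the oxidative phosphorylation list, and *Krt19* is in both the estrogen response and the luminal epithelium list. None of the other genes is in more than 1 of these lists, and 0 of them are among the genes named by the paper. Of the 24 skeletal muscle genes, 14 had at least 10 normalized counts in every MG WT gland, 17 in every MG N gland and 24 in every MG NP gland.

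The alternatives were pseudocounts of 0.5 and 5, no filter on low counts, a filter at a mean of 50 normalized counts, TMM scaling, edgeR (version 4.0.16, quasi-likelihood) and DESeq2 (version 1.42.0) on the recovered reads, no fold-change threshold, all 5 groups in a single fit, the replicate number as a block, each sample left out in turn, T NP replicates 1 and 2 averaged, and the skeletal muscle score as a covariate in comparisons with MG NP. After the values were seen, 4 alternatives were added: DESeq2 of all 5 groups without a filter, DESeq2 with the muscle score, the pathway lists with the muscle score, and the overlaps and the interaction with the muscle score. For the overlaps the score was a covariate in both comparisons, those without MG NP included. With limma the score was also a covariate for T NP against T N, where 0 genes were then called higher and 0 lower. Splits of the same samples into groups of the same sizes were counted for every comparison, all 35 for 2 groups and 100 drawn at random for the interaction (35 with DESeq2).

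The steps were tested on simulated data, in which 200 genes were changed by 1.5, 2 or 3 on the log2 scale in libraries drawn from the MG N means with the dispersion of the 16 samples. With limma 158 of the 200 genes (79%) were called, with 5 unchanged genes. DESeq2 called 169 (84.5%), with 34 unchanged genes, and edgeR 160 (80%), with 8. In the interaction contrast limma called 101 (50.5%), with 6 unchanged genes, and DESeq2 120 (60%), with 34. Where no gene was changed, limma called 0, and the other tools were not run there. The changed genes were drawn from those with a mean of at least 50 normalized counts in MG N. The shares recovered therefore do not hold for genes with lower counts. The simulated libraries also shared 1 mean per gene, apart from the changed genes, and did not carry the differing muscle content of the MG NP glands. A planted list ranked 1 of 101 lists with both camera and fry. The work used R 4.3.3, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9. The paper's cell culture, histology, survival and human cohort data were not analysed here.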

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

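The tests of brown fat, lymph node tissue, fat in the MG WT glands, heat-shock genes, and the grouping of the 6 secretory genes into 4 and 2 were chosen only after the result was seen. In each group of 4 samples, the highest or lowest sample was singled out when its gap to the nearest other sample was more than 0.83 of the group's range on the log2 scale. Over 91 genes, 13 tissue scores and the sequencing depth, 415 such groups were examined, and 35 samples stood apart where chance gives about 20.8. The genes are not independent, since several belong to the same tissue, and no depth was among the 35.

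Of the 35, 10 had a ratio of 1 because 3 of the 4 libraries of the group had 0 reads: *Fgf6* in MG N replicate 1 and T NP replicate 4, *Gm26802* in MG N replicate 3 and T N replicate 1, *Fam71a* in replicate 3 of MG N, replicate 3 of MG NP and replicate 1 of T NP, *Gpr3* in MG N replicate 4, and *Gm21718* in MG N replicate 1 and MG NP replicate 2. The highest of these values was 20.4 normalized counts (*Gm21718*, MG N replicate 1), and the other 9 were at most 2.9, so they carry little information at this depth. *Gm9522* in T N replicate 3 (lowest, 0.941) also had at most 2.3 normalized counts in any T N tumor. No biological explanation was tested for these genes.

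In MG N, replicate 4 stood apart as lowest for *Myh4* (0.924), *Ckm* (0.903), *Tnnc2* (0.876) and *Xirp2* (0.831), which are muscle genes that fall together, with 69.0 normalized counts of *Myh4* against 3747.1 to 5191.6 in the others. It was highest for *Cd3e* (0.884) and for the T cell score (0.897), which contains *Cd3e*. MG N replicate 1 was highest for *Nampt* (0.913) and *Comp* (0.83), with 1054.6 normalized counts of *Comp* against at most 73.6. By its record, replicate 1 carries Fsp-Cre and the other 3 carry the conditional *Trp53* allele, so a genotype effect stays open and untested for it. In MG NP, *Fgf10* was lowest in replicate 1 (0.882), *Il4* highest in replicate 3 (0.867) and *Ncr1* lowest in replicate 2 (0.866). *Ywhab* (0.992) and *B3galt2* (0.921) were highest and the luminal epithelium score (0.866) lowest in replicate 4, a gland rich in muscle and brown adipocyte transcripts. For *Ywhab* the other 3 glands had 7359.6 to 7391.2 normalized counts and replicate 4 had 12878.1. Apart from the tissue tests that follow, no explanation was tested for these samples.

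In T N, replicate 3 was highest for *Prkcb* (0.864) and the endothelium score (0.855), and replicate 2 was highest for *Fos* (0.853) and lowest for *Col9a1* (0.858) and the NK cell score (0.830). In T NP, replicate 1 was highest for *Ache* (0.913), replicate 2 for the B cell score (0.861), replicate 3 for the endothelium score (0.921) and replicate 4 for *Egr1* (0.918), and replicate 3 was lowest for *Fndc5* (0.845). The *Ache* value was 34.8 normalized counts against 6.2 to 7.3. Tumors of 1 group differed in muscle, milk protein and fibroblast scores too, with T N replicate 3 highest of its group in each, so the amount of surrounding gland in a tumor sample stays open. It was not tested, and neither was a biological explanation.

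Skeletal muscle transcripts, which the paper does not discuss, reached 20% of the reads in MG NP replicate 2 and were at most 0.009% in MG WT. The whole list of 24 genes was higher in MG NP than in MG N on average. With the muscle score as a covariate, the median log2 fold change of the 794 genes higher in MG NP at an unadjusted p-value under 0.05 went from 1.30 to 0.33, and 115 of them (14.5%) still had an unadjusted p-value under 0.05. Of the 404 genes that DESeq2 called higher, 12 were also called with the score, and the median log2 fold change of the 404 went from 3.53 to 0.18. With the score DESeq2 called 370 genes higher and 152 lower in all, so the covariate exchanged most of the called genes and left their total at 522, against 519 without it. The median difference of the 794 genes from the MG N mean was 0.94, 1.92, 0.38 and 1.67 in MG NP replicates 1 to 4, in the order of their muscle scores. These values are consistent with skeletal muscle in some of the dissected glands as a source of most of the genes higher in MG NP. Because the score itself differs between the groups and is lowest in a single MG NP gland, the covariate can also take away an effect of the genotype, and more muscle in *NP* glands as a biological difference was not tested. The data do not say whether muscle was dissected with the gland.

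The same explanation is not borne out for the genes that were lower. Among the 1156 genes lower in MG NP at an unadjusted p-value under 0.05, the median log2 fold change was -0.68 without and -0.74 with the muscle score. MG NP replicate 3, which has little muscle, had a median difference of -0.66, against -0.72, -0.65 and -0.53 in the others. Of the 1156 genes, 545 (47.1%) still had such a p-value with the score.

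Among the secretory genes, *Thbs4*, *Art5*, *Dhrs7c* and *Fndc5* had log2 fold changes of at most 0.16 with the muscle score and no filter, so their rise may come from muscle. For *Ache* and *Fgf13* the lower of the 2 values was 0.93, with every MG NP gland above every MG N gland, and an effect of muscle and one of the genotype cannot be told apart in 4 glands against 4. *Saa1* and *Saa2* rose in the gland with the least muscle, and the lower of their values with the score was 4.89 (higher than the 2.75 without it), which argues against muscle as their source. Both are transcripts with few reads in MG N, and MG NP replicate 3 carried the largest part of the rise.

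The oxidative phosphorylation list changed differently between tumor and gland in the 2 genotypes, with an interaction of -0.49 (adjusted p = 7.46e-11 with camera, 4 of 80 genes positive). Fry did not put this list past 0.05 in the interaction or between the glands, where 78 of the 80 genes were higher in MG NP (difference 0.44). Between the glands the difference was -0.39 with the muscle score and 0.07 without MG NP replicate 4. Muscle and brown fat are rich in mitochondria, and these values are consistent with their presence in some MG NP glands as the source of the difference. A difference in metabolism between the genotypes was not tested apart from this.

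*Ucp1*, a brown adipocyte gene, had 56926 normalized counts in MG NP replicate 4, against 2.9 to 1966.7 in the other MG NP glands and 24.2 to 812.6 in MG N. All 6 of the 6 brown adipocyte genes were highest in this gland among the 8, with a median log2 excess of 3.10 over the next highest gland. Brown fat in this 1 gland is a candidate explanation. A single animal allows no test of the genotype. The B cell score differed by 7.41 between the 8 glands on the log2 scale and the T cell score by 3.88. The T cell score was 2.37 higher in the gland with the highest B cell score (MG NP replicate 3) than in that with the lowest (MG N replicate 2). Lymph node tissue in some glands and immune cells within the gland cannot be told apart from these transcripts.

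The immediate-early gene *Fosb* had a mean of 64431 normalized counts in MG WT and of 48.9 in MG N. A set of 6 heat-shock genes was higher by 2.70 on the log2 scale in MG WT, where the lowest library had 12.64 and the highest of the other glands 11.19. *Hspa1a*, *Hspa1b* and *Dnajb1* carried most of this and did not overlap, whereas *Hsph1*, *Hspb1* and *Hspa8* overlapped between MG WT and the other glands. Stress of the cells during the handling of the MG WT tissue is a candidate explanation for these genes. The MG WT glands also had a white adipocyte score 8.45 lower than the other glands (highest 6.19 against lowest 13.06) and higher epithelial scores, which is consistent with little fat tissue in these samples. Another difference is the share of small nuclear, small nucleolar and small Cajal body RNA genes, whose lowest value in the other glands was 5.88 times the highest in MG WT. Gene by gene this class did not rise as a whole: 98 of 287 tested genes were called higher and 90 lower in MG N (median log2 fold change -0.077), and 95 of 284 higher and 83 lower in MG NP (median -0.12). The share of replication-dependent histone genes, which also lack a poly(A) tail, overlapped (0.0425% to 0.0449% in MG WT, 0.0261% to 0.132% in the others). The short RNA genes *Rny3* and *Rny1* had at most 3 and 5 reads in any MG WT library. In the shallower libraries of the other glands they had 5126 to 14435 and 3387 to 6253 reads. Mitochondrial genes took up 0.3641% to 0.4051% of the reads in MG WT and 2.5538% to 14.6058% in the other glands. Another library preparation for the MG WT libraries and a difference in the tissue cannot be told apart from these values, since all 3 MG WT libraries differ from all others. The greater depth of the MG WT libraries is argued against as a cause: with their reads thinned to 23736664, 6988 genes were called between MG N and MG WT, against 7037 with all reads. An effect of the *N* and *NP* genotypes on the gland stays open beside these explanations, and the design does not separate it from them.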

How the results depend on the processing

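No test here was chosen only after the result was seen, apart from the 4 alternatives with DESeq2 of all 5 groups or with the muscle score that are named as such. Each result was recomputed with 1 choice changed at a time. A count of genes or lists was taken as unchanged when it stayed within 1.5 times its value, and a share of variance when it moved by less than 1 SD of the values with a sample left out. Of the counts and shares under alternatives other than leaving out a sample, 292 were unchanged and 97 moved. For single genes 1730 kept their direction and their side of the threshold, 62 lost a call, 59 gained one and 49 changed direction. With samples left out in turn, 384 counts and shares were unchanged and 53 moved, and for single genes 1082 were unchanged, 85 lost a call, 12 gained one and 41 changed direction. Under every alternative run, the number of genes lower in T N than in MG N (2729 to 5529) and the number lower only in MG NP against MG WT (at most 562) stayed within 1.5 times of 4009 and 415. Unless a sentence names the construction of the alternative, the cause of a change was not tested.

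A pseudocount of 5 and TMM scaling moved none of these counts, and under them 0 and 3 single genes lost a call. The share of lower genes was 59.2% with TMM scaling against 63.7% in T N against MG N, and 59.6% against 62.1% in T NP against MG NP. A pseudocount of 0.5, edgeR, a filter at a mean of 50 normalized counts, the replicate block, and averaging T NP replicates 1 and 2 each left 0 genes higher and 0 lower between T NP and T N. Without a filter there were 0 lower there. With all 5 groups in a single fit, 22 genes were higher and 4 lower in T NP than in T N, and 12 higher and 4 lower in MG NP than in MG N. With the replicate block, whose fit has fewer degrees of freedom, 362 genes were higher only in MG NP against MG WT. The numbers of the replicates do not pair the samples: the correlations between same-numbered samples of 2 groups ranged from -0.280 to 0.319 over 6 comparisons, and in none of them was every pair over 0.1.

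The filter changes which genes are tested. At a mean of 50 normalized counts, 482 genes were lower only in MG N against MG WT and 534 lower only in T N against MG N. Without a filter these numbers were 1138 and 1336, and 1915 genes were lower only in T NP against MG NP. The median log2 fold change of all genes moved by -0.189 (T N against MG N) and -0.194 (T NP against MG NP) without a filter and by 0.123 and 0.101 at a mean of 50, so the genes with low counts were more often lower in tumors.

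Leaving out the fold-change threshold can only add calls to a comparison. It gave 5697 genes higher and 5544 lower in MG N against MG WT, 4217 higher in T N against MG N and 4689 higher in T NP against MG NP. Shared genes rose to 3322 higher in both tumor comparisons and 4135 lower in both comparisons with MG WT. Genes in only 1 comparison were 1940 higher and 1409 lower in MG N against MG WT, 895 higher in T N against MG N and 1367 higher in T NP against MG NP.

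DESeq2 on the recovered reads called 404 genes higher and 115 lower in MG NP than in MG N, 51 higher and 34 lower in T NP than in T N, and 50 positive and 277 negative in the interaction. It put 1017 genes higher only in MG NP against MG WT, and called 5 of the secretory genes higher and 4 lower. Its log2 fold changes had the other sign for *Acta2* in T NP against T N (-0.14) and for *Prkcb* (0.19), *Slc2a6* (0.22) and *Snn* (0.036) in MG NP against MG N. With edgeR these 4 values were -0.13, 0.19, 0.22 and 0.032. Both tools compare means of counts where limma compares means of log2 values. On simulated data of the same size DESeq2 also called more unchanged genes than limma.

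DESeq2 of all 5 groups in 1 fit without a filter was chosen after seeing the data. It called 537 genes higher and 67 lower in MG NP than in MG N, 4705 higher in MG NP than in MG WT, 6538 lower in T NP than in MG NP, 101 higher and 113 lower in T NP than in T N, and 84 positive and 352 negative in the interaction. Genes in only 1 comparison were 1320 higher in MG NP against MG WT, 790 higher in T N against MG N and 1954 lower in T NP against MG NP. Of the secretory genes, 8 were higher and 4 lower. The sign changed for *Acta2* (-0.13), and for *Prkcb* (0.18), *Slc2a6* (0.22) and *Snn* (0.013) in MG NP against MG N. In this fit the median of all genes moved by 0.157 and 0.218 in MG N and MG NP against MG WT, by -0.204 in T N against MG N and by -0.358 in T NP against MG NP.

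The muscle score as a covariate with limma gave 1059 genes higher and 1419 lower in MG NP against MG WT, and 1604 higher and 2579 lower in T NP against MG NP. As a covariate in both comparisons of an overlap, which was chosen after seeing the data, it left 788 genes higher and 861 lower in both comparisons with MG WT, and 943 higher and 1993 lower in both tumor comparisons. Only in MG N against MG WT there were 2012 higher and 1782 lower genes, and only in T N against MG N 1275 higher and 1812 lower. Only in MG NP against MG WT 271 were higher, and only in T NP against MG NP 586 were lower. In MG NP against MG N the sign changed for *Adcy2* (-1.0), *Dusp3* (-0.56), *Ecsit* (-0.066), *Erbb2* (-0.48), *Fndc5* (-0.36), *Nampt* (-0.44), *Pdk1* (-0.80), *Pla2g12a* (-0.41), *Prkaa2* (-0.78), *Thbs4* (-0.18), *Prkcb* (1.40), *Slc16a6* (0.82), *Slc2a6* (1.79) and *Snn* (0.83). Against MG WT it changed in MG NP for *Adcy2* (-2.21), *Dusp3* (-0.030), *Ecsit* (-0.18), *Nampt* (-0.68), *Pdk1* (-0.74), *Pfkfb3* (-0.34), *Pla2g12a* (-0.81) and *Prkaa2* (-3.89), and in the interaction, also chosen after seeing the data, for *Thbs4* (0.014). In these fits the score is partly the same as the groups, which is part of how they differ.

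DESeq2 with the muscle score was also chosen after seeing the data. It called 370 genes higher and 152 lower in MG NP than in MG N and 3 of the secretory genes lower. The sign changed for the same 14 genes: *Adcy2* (-0.89), *Dusp3* (-0.56), *Ecsit* (-0.0057), *Erbb2* (-1.02), *Fndc5* (-0.34), *Nampt* (-0.43), *Pdk1* (-0.86), *Pla2g12a* (-0.37), *Prkaa2* (-0.77), *Thbs4* (-0.16), *Prkcb* (1.43), *Slc16a6* (0.87), *Slc2a6* (1.85) and *Snn* (0.83).

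With all genes past the filter, the first component held 55.3% of the variance of all glands, 72.15% for T N and MG N and 73.63% for T NP and MG NP. For the pathway lists, an estimated inter-gene correlation left 0 lists past the threshold in any comparison, higher or lower. Fry gave 0 higher and 0 lower in MG NP against MG N, 4 higher and 4 lower in T N against MG N, 3 higher and 2 lower in T NP against MG NP, 7 lower in MG N against MG WT and 0 negative in the interaction. Reactome sets gave 5 higher in T N against MG N, 6 higher and 1 lower in T NP against MG NP, 1 lower in MG N against MG WT, 1 lower in MG NP against MG N and 2 lower in MG NP against MG WT. The muscle score with camera, chosen after seeing the data, put 2 lists higher in MG NP than in MG N.

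With each sample left out in turn, the genes higher in MG NP than in MG N numbered 0 to 297 and those lower 0 to 21, with both highest numbers without MG NP replicate 3 and 0 in the other fits. Between T NP and T N 0 to 34 were higher and 0 to 18 lower, highest without T N replicate 1. The interaction had 0 to 14 positive genes (highest without T N replicate 1) and 0 to 1.8e+02 negative ones (rounded, highest without MG NP replicate 3). Genes higher only in MG NP against MG WT numbered 330 (without MG WT replicate 1) to 875 (without MG NP replicate 3), and secretory genes 0 to 3 higher and 0 to 2 lower. Pathway lists numbered 1 to 2 higher and 0 to 1 lower in T NP against MG NP, 0 to 1 higher (0 without MG NP replicate 4) and 1 to 3 lower in MG NP against MG N, and 0 to 1 positive and 1 to 2 negative in the interaction. The share of the first component ranged from 79.07% to 85.3% for T N and MG N, from 81.64% to 90.97% for T NP and MG NP, and from 62.73% to 72.89% for all glands.

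Some log2 fold changes crossed 0 when a sample was left out, and all of these had ranges that include small values. Between MG NP and MG N they were *Sla* (-0.19 to 0.75), *Fasl* (-0.13 to 1.10), *Prkcb* (-0.50 to 0.34), *Pdk1* (-0.15 to 0.33), *Dusp3* (-0.073 to 0.22), *Slc2a6* (-0.65 to 0.33), *Snn* (-0.42 to 0.20), *Slc16a6* (-0.52 to 0.054), *Trp53* (-0.078 to 0.33) and *Erbb2* (-0.043 to 0.96). In T NP against T N they were *Thbs4* (-0.80 to 0.34), *Erbb2* (-0.048 to 0.31), *Mdm2* (-0.14 to 5.3e-04), *Acta2* (-0.19 to 0.38), *Cd3e* (-0.14 to 0.77) and *Adgre1* (-0.23 to 0.086). In T NP against MG NP *Trp53* ranged from -0.33 to 0.084, and in the interaction *Saa1* from -1.96 to 0.64 and *Saa2* from -1.95 to 0.11. With few reads of *Saa1* and *Saa2* in MG N, depth limits how well their change there can be measured.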

Differences from the paper's values

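No test in this part was chosen only after the result was seen, apart from the alternatives that are named as such. The captions of the paper's figures name an adjusted p-value under 0.05 alone. Its text names a 2-fold change only for T N against MG N. The calls here also required a 2-fold change unless the setting left it out, and DESeq2 was not run without it. In MG NP against MG WT, 3136 genes were higher, and the paper's number is 4929. Of the alternatives set before the data were examined, 6 came within 1.5 times of it: 3512 without a filter on low counts, 3611 with edgeR, 3977 with DESeq2, 4268 without the fold-change threshold, 3294 with all 5 groups in a single fit and 3321 without MG NP replicate 3. The others did not: 3147 and 2983 with pseudocounts of 0.5 and 5, 2239 at a mean of 50 normalized counts, 3123 with TMM scaling, 2467 with the replicate block, 2404 to 2905 without each other gland, and 1059 with the muscle score. DESeq2 of all 5 groups in 1 fit without a filter, chosen after seeing the values, gave 4705.

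In MG NP against MG N, 0 genes were called higher and 0 lower, 0 in all, and the paper's numbers are 536, 118 and 654. At an unadjusted p-value under 0.05 there were 794 higher and 1156 lower. DESeq2 on the recovered reads gave 404, 115 and 519, each within 1.5 times of the paper's, and it was the only one of the alternatives set before the data were examined to do so. All 5 groups in a single fit gave 12, 4 and 16, the fit without MG NP replicate 3 gave 297, 21 and 318, and the others gave 0. Of the settings chosen after seeing the values, DESeq2 of all 5 groups without a filter gave 537, 67 and 604, and DESeq2 with the muscle score gave 370, 152 and 522.

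Genes higher only in MG NP against MG WT, and not in MG N against MG WT, numbered 613, and the paper's number is 1426. DESeq2 gave 1017, within 1.5 times of the paper's. None of the other alternatives set before the data were examined did, with 330 (without MG WT replicate 1) to 875 (without MG NP replicate 3). Of the settings chosen after seeing the values, DESeq2 of all 5 groups without a filter gave 1320 and the muscle score in both comparisons 271.

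Genes lower only in T NP against MG NP numbered 1173, and the paper's number is 1927. Within 1.5 times of it were, among the alternatives set before the data were examined, no filter (1915), edgeR (1403), DESeq2 (1408), no fold-change threshold (1403), T NP replicates 1 and 2 averaged (1353), and the fits without MG N replicates 1 to 4 (1296, 1392, 1353 and 1416), without MG NP replicate 3 (1395) and without T NP replicates 1 and 3 (1425 and 1402). The others were not: pseudocounts of 0.5 and 5 (1166 and 1138), a mean of 50 (909), TMM scaling (1207), all 5 groups (1189), the replicate block (1194), and the fits without T N replicates 1 to 4 (1173, 1207, 1106 and 1268), without MG NP replicates 1, 2 and 4 (1082, 1103 and 1158) and without T NP replicates 2 and 4 (1257 and 1251). Of the settings chosen after seeing the values, DESeq2 of all 5 groups without a filter gave 1954 and the muscle score in both comparisons 586.

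Of the paper's 15 secretory genes, 0 were called in MG NP against MG N, and 12 had an unadjusted p-value under 0.05. Of the 15, about 8 are higher and about 7 lower in Fig. 4b, read by eye, where 0 and 0 were called. None of the alternatives set before the data were examined came within 1.5 times. Apart from limma without the fold-change threshold, each of these also required a 2-fold change, which the caption of Fig. 4b does not name. DESeq2 called 9 (*Ache*, *Dhrs7c*, *Fgf13*, *Fndc5* and *Thbs4* higher, and 4 lower), the fit without MG NP replicate 3 called 5 (*Ache*, *Art5* and *Dhrs7c* higher, *Alb* and *Fgf10* lower), and the others 0. Of the settings chosen after seeing the values, DESeq2 of all 5 groups without a filter called 12, all 8 higher genes and 4 lower ones, and DESeq2 with the muscle score called 3 lower (*Alb*, *Fgf10* and *Lama4*). *Anxa2* and *Npc2* changed by less than 2-fold in every setting run, so neither could be called where a 2-fold change was required.

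By the paper, every gene set enriched in *N* tumors was enriched in *NP* tumors too, whereas the oxidative phosphorylation list was past 0.05 with camera in T N (difference 0.57) and not in T NP (0.05). It is named by the paper as enriched in MG NP glands over T NP tumors. There 18 of its 80 genes were higher in the tumors, and its adjusted p-value was 0.328. Of the pathways that the paper reports for *NP* tumors alone, the list closest to the threshold in T NP against MG NP with camera was cholesterol homeostasis (adjusted p = 0.0753). With fry this list and TGF-β were past 0.05 in T NP, and TGF-β and apoptosis in T N. With Reactome sets and camera, TGF-β, hedgehog, cholesterol, apoptosis and Wnt were past 0.05 and higher in T NP, and all of these but cholesterol in T N too. Hedgehog genes were lower in both tumor comparisons with fry, against the paper's enrichment in *NP* tumors. For Wnt/beta-catenin signaling, which the paper names as enriched in MG NP, the list was past 0.05 with fry (adjusted p = 2.28e-04) and not with camera (adjusted p = 0.126), and with fry it was also past 0.05 in T N against MG N (adjusted p = 0.0240). The lists are not the Hallmark sets of the paper, and the tests and thresholds differ. The paper's cutoff for its gene sets was looser than 0.05. By that cutoff, the cholesterol homeostasis list would pass with camera as higher in T NP and not in T N. The apoptosis list would pass as higher, and the hedgehog and Wnt/beta-catenin lists as lower, in both tumor comparisons.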

Other observations

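The tests of white adipocytes and of the genes of Supplementary Fig. 2e were chosen only after the result was seen. Called genes were also counted in every other split of the same samples into groups of the same sizes. For MG N against MG WT, 1 of the 35 splits, the real one, gave as many as 7037 genes, and the highest other split gave 21. For MG NP against MG WT it was 1 of 35 for 6217 genes, with 447 in the highest other split. For T N against MG N (6298 genes) and T NP against MG NP (6925 genes) it was 1 of 35 each, with 0 genes in every other split. For T NP against T N, 1 of 35 splits gave as many as 7 genes, and the highest other split gave 4. MG NP against MG N and the interaction had 0 calls with limma, so that 35 of 35 and 100 of 100 splits gave as many, with at most 1 and 16 genes. With DESeq2, 3 of 35 splits gave as many as the 519 genes of MG NP against MG N (up to 884), 6 of 35 as many as the 85 of T NP against T N (up to 338), and 5 of 35 as many as the 327 of the interaction (up to 539). The medians of the other splits were 16.5, 11.5 and 31, so these 3 numbers of DESeq2 calls are larger than most other groupings of the same samples give, and a few groupings give as many.

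Of 2014 genes called only in T NP against MG NP, higher and lower together, 1742 were tested in T N against MG N, and 94.1% of these changed in the same direction there. In the interaction 0 of the 2014 passed and 443 (22.0%) had an unadjusted p-value under 0.05. This is consistent with calls lost in 1 comparison near its threshold without a difference between the genotypes. Of the 1173 genes lower only in T NP against MG NP, 27.0% were still called with the muscle score as a covariate, against 63.2% of the genes lower in both comparisons. At an unadjusted p-value under 0.05, 254 of the 1173 were higher and 13 lower in MG NP than in MG N. DESeq2 called 194 of them higher there, against 71 of the larger set lower in both. Skeletal muscle in some MG NP glands is a candidate explanation for a part of these genes. Of the 277 genes that DESeq2 called negative in the interaction, 224 were among those it called higher in MG NP than in MG N, and of 2166 genes that DESeq2 called only in T NP against MG NP, 195 were called in the interaction in that direction. A difference of the tumors between the genotypes stays open for the other genes.

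The share of lower genes in T NP against MG NP was 59.6% with TMM scaling and 62.1% without, so it depended little on the choice between these scalings. Some MG NP libraries held a few abundant genes (*Ttn* with 9.05% of the reads in replicate 2, *mt-Rnr2* with 9.70% in replicate 4). Whether they add to the larger number of lower genes is not decided, because the deposited values already carry DESeq2 size factors. Among the genes lower in MG NP than in MG N at an unadjusted p-value under 0.05, the median log2 fold change was -0.52 with the white adipocyte score as a covariate and 284 (24.6%) still had such a p-value. The score fell by 0.81 between the groups, about as much as these genes, and a smaller share of white adipocytes and a lower expression in the same cells cannot be told apart. Of the 27 tested genes of Supplementary Fig. 2e, 10 were higher in MG NP than in MG N, 0 of these at an unadjusted p-value under 0.05. With the muscle score, 7 of these 10 were lower. Since none had been past a threshold, muscle in some glands and the genotype cannot be told apart for them. T NP replicates 1 and 2 share an animal number in their names. Their distance, the root mean square of log2 differences, was 0.616, and the other pairs of T NP tumors had 0.734 to 0.924, which is consistent with 2 tumors of a single animal, although a pair of similar tumors from different animals was not excluded. If so, the T NP group holds 3 animals, and the 7 calls between T NP and T N are 0 with the pair averaged.

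For T NP against T N tumors, the paper's text reports on *Saa1*, *Saa2* and *Thbs4*. Of 16638 genes tested, 6 were higher and 1 lower in T NP, and at an unadjusted p-value under 0.05 there were 763 and 447, where chance gives 832 in all. The groups did not overlap for 439 higher and 262 lower genes, 4.2% against 2.86% by chance. *Rims2* had 295.8 ± 196.5 normalized counts in T NP and 4.32 ± 3.22 in T N (SD, n = 4 each), a log2 fold change of 5.72 (standard error 0.67, adjusted p = 0.0434 from limma), higher in 4 of 4 tumors. *Krt17*, a basal epithelial gene, had 281.6 ± 50.6 and 53.6 ± 18.2, a log2 fold change of 2.41. *Reep1* and *Gm29562* had 2.65 and 1.91. *Gm9522* was at least 20.5-fold higher, and as a processed pseudogene it can share reads with its parent gene, so its value is uncertain. It lies at 39180511 to 39181436 on chromosome 15, next to *Rims2* (39198261 to 39684372) on the same strand. The calls of *Gm9522* and *Rims2* may therefore not be independent. *Trim5* was at least 10.9-fold lower, with 1.51 ± 1.19 and 42.5 ± 11.0. *Tmem229b* (1.84, adjusted p = 0.0434, limma) was outside the rule for named genes and is given here after its values were seen. The adjusted p-values of these 7 genes lay between 0.0434 and 0.0474, and each of the 6 genes under the naming rule lost its call in 7 of the 8 fits that left out 1 tumor, all but the fit without T N replicate 1. The log2 fold change of *Rims2* ranged from 5.34 to 6.23 over them. The paper's mice carry alleles from 3 strain backgrounds, so a strain variant near a gene stays open as an untested explanation for single genes such as *Trim5*.

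Of the genes of the mouse model, 0 were called between T NP and T N with limma. The log2 fold changes were 0.10 for *Erbb2* (adjusted p = 0.953), -0.56 for *Trp53* (0.686), -0.33 for *Cdkn1a* (0.870), -0.085 for *Mdm2* (0.896), 0.0044 for *Acta2* (0.998), -0.51 for the proliferation gene *Mki67* (0.752), 0.22 for *Cd3e* (0.951) and -0.11 for *Adgre1* (0.921). Of these 8 genes 0 had an unadjusted p-value under 0.05. *S100a4*, the gene of the Fsp promoter, and *Ncr1* had too few reads to be tested in the tumors, with means of 5.26 against 4.90 and 5.53 against 9.13 normalized counts (exact permutation p = 0.429 and 0.371). The tissue scores had log2 differences of 1.22 (basal epithelium, 5 of 5 genes higher, p = 0.0857), 2.32 (milk proteins, p = 0.429), -1.09 (brown adipocyte, p = 0.314), -0.34 (fibroblast, p = 0.800), 0.17 (luminal epithelium, p = 0.343) and between -0.26 and 0.25 for the other 8 lists (two-sided exact permutation tests, n = 4 each). After adjustment over all lists and comparisons the basal epithelium list had 0.171.

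Between MG NP and MG N glands, the tissue scores other than muscle, fat and fibroblasts had log2 differences of 2.00 (milk proteins, 7 of 7 genes higher, exact permutation p = 0.371), 0.81 (B cell, p = 0.629), 0.63 (liver, p = 0.257), -0.76 (macrophage, 0 of 6 genes higher, p = 0.114), -0.15 (endothelium, p = 0.543), -0.16 (T cell, p = 1), -0.04 (NK cell, p = 0.914), 0.06 (luminal epithelium, p = 0.886) and -0.03 (basal epithelium, p = 1). Brown adipocytes had 0.76 (exact permutation p = 0.714). Adjusted over all lists and comparisons, the lowest p-value of the 13 lists was 0.0796, for fibroblasts (0 of 10 genes higher). No explanation was tested for these scores apart from those already given.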
